# Single-cell RNA sequencing of batch Chlamydomonas cultures reveals heterogeneity in their diurnal cycle phase

**DOI:** 10.1093/plcell/koab025

**Published:** 2021-02-02

**Authors:** Feiyang Ma, Patrice A Salomé, Sabeeha S Merchant, Matteo Pellegrini

## Abstract

The photosynthetic unicellular alga Chlamydomonas (*Chlamydomonas reinhardtii*) is a versatile reference for algal biology because of its ease of culture in the laboratory. Genomic and systems biology approaches have previously described transcriptome responses to environmental changes using bulk data, thus representing the average behavior from pools of cells. Here, we apply single-cell RNA sequencing (scRNA-seq) to probe the heterogeneity of Chlamydomonas cell populations under three environments and in two genotypes differing by the presence of a cell wall. First, we determined that RNA can be extracted from single algal cells with or without a cell wall, offering the possibility to sample natural algal communities. Second, scRNA-seq successfully separated single cells into nonoverlapping cell clusters according to their growth conditions. Cells exposed to iron or nitrogen deficiency were easily distinguished despite a shared tendency to arrest photosynthesis and cell division to economize resources. Notably, these groups of cells not only recapitulated known patterns observed with bulk RNA-seq but also revealed their inherent heterogeneity. A substantial source of variation between cells originated from their endogenous diurnal phase, although cultures were grown in constant light. We exploited this result to show that circadian iron responses may be conserved from algae to land plants. We document experimentally that bulk RNA-seq data represent an average of typically hidden heterogeneity in the population.

## Introduction

Transcriptome analysis in the green unicellular alga Chlamydomonas (*Chlamydomonas reinhardtii*) has proliferated since the genome was released in 2007 (Merchant et al., 2007). Since then, dozens of experiments have been conducted that aimed to describe the changes in gene expression in response to changes in nutrient availability such as nitrogen (Plumley and Schmidt, 1989; Miller et al., 2010; Boyle et al., 2012; Blaby et al., 2013), sulfur (González-Ballester et al., 2010), phosphorus (Moseley et al., 2006; Schmollinger et al., 2014; Bajhaiya et al., 2016), acetate (Goodenough et al., 2014; Bogaert et al., 2019), and essential metals (Castruita et al., 2011; Blaby-Haas and Merchant, 2012; Urzica et al., 2012; Malasarn et al., 2013; Blaby-Haas et al., 2016), as well as changes that occur in response to light (Wakao et al., 2014; Tilbrook et al., 2016) or across the diurnal cycle (Zones et al., 2015; Strenkert et al., 2019), and following chemical treatments (Blaby et al., 2015; Wittkopp et al., 2017; Ma et al., 2020). A common feature of the prior studies is the use of bulk transcriptome deep sequencing (RNA-seq) obtained from the sequencing of RNA extracted from pools of cells. Such pooling is necessary to meet the material requirements for library preparation. Changes in transcript levels therefore reflect the average behavior of the culture and may not accurately inform on the extent of cell-to-cell variation that might exist in these samples.

Recently developed single-cell RNA sequencing (scRNA-seq) techniques have gained in popularity to counter the innate limitations of bulk RNA-seq. In Arabidopsis (*Arabidopsis thaliana*) and yeast (*Saccharomyces cerevisiae*), comparisons of bulk RNA-seq and scRNA-seq results have highlighted the heterogeneity of cell populations. For instance, the characterization of yeast culture responses to stress uncovered variability in gene expression between cells, which may shape how well they cope with the introduced stressor (Gasch et al., 2017). Individual yeast cells also do not age evenly within cultures, again highlighting the heterogeneity of bulk cultures (Zhang et al., 2020). Likewise, in Arabidopsis, profiling of single root cells revealed the stochasticity reflecting their developmental trajectories, although each cell type could be efficiently identified by comparing scRNA-seq and bulk RNA-seq data (Shulse et al., 2019; Zhang et al., 2019). In both Arabidopsis and yeast, the cells under investigation are surrounded by a physical barrier that must be removed prior to RNA extraction and library construction. In the case of Arabidopsis, the cell wall is digested by a mixture of enzymes for 60 min; protoplast isolation ahead of scRNA-seq may therefore introduce variation in the gene expression profile of single cells that must be considered during subsequent analysis, especially for short-lived RNAs.

In contrast to bulk RNA-seq data sets that inspect a few RNA samples to great depth (or coverage), scRNA-seq data sets provide an overview of the complement of genes that might be expressed in a given cell at very shallow coverage. Therefore, in a typical scRNA-seq data set, there are no values for most genes, either because they are truly not expressed or because their transcripts were not captured in that specific cell. Nevertheless, scRNA-seq data are also incredibly dense, as the data sets document the expression of *n* genes (usually thousands) across *m* cells (also in the hundreds to thousands), resulting in an *n × m* matrix whose gene expression data exist in an *n*-dimensional space. To at least partially remedy both limitations of scRNA-seq studies, dimensionality reduction methods are generally applied early on, bringing an estimate of the full data sets into a 2D space. Two popular methods presently in use are t-distributed Stochastic Neighbor Embedding (t-SNE) and Uniform Manifold Approximation and Projection (UMAP) (Van Der Maaten and Hinton, 2008; Becht et al., 2019). Both methods aim to preserve the local structure of complex data by converting the distance between neighboring cells into probabilities in *n*-dimensional space, followed by dimension reduction using different probability distribution functions and distance minimization parameters. Thus, genes with similar expression patterns will occupy similar *n*-dimensional neighborhoods that will be reduced to the same local 2D neighborhoods, even when some genes have missing data. Recent benchmarking of various dimensionality reduction techniques has illustrated the strengths and limitations of both methods: While they both correctly distinguish samples into large clusters, the relative distance and orientation of these clusters may not reflect the underlying structure. In addition, the exact nature of the analyzed samples also matters: Indeed, the clustering of cells that fall along a continuum such as a developmental time course more accurately represents the underlying structure than discrete samples, especially with UMAP (Heiser and Lau, 2020). Another useful tool in analyzing and visualizing single cell data is to aggregate the expression of multiple genes, selected based on prior knowledge of gene function or pathway. The combined expression across many cells will reinforce any potential observable signal, thus facilitating downstream analysis.

As a unicellular organism, Chlamydomonas presents an ideal system for the application of scRNA-seq to discover whether cultures exhibit similar stochasticity in their transcriptome as do Arabidopsis root cells, yeast, or mammalian cells. Although the alga can be easily synchronized to a 24-h cell division cycle by growth under light–dark cycles (12-h light/12-h dark), the vast majority of experimental conditions relies on cells grown in constant conditions. In addition, cultures need to be refreshed often so as to keep cells in an actively growing state. It is assumed that such cultures are globally asynchronous and represent a mixture of cells in various phases along the diurnal and cell cycles. However, this assumption has not been tested empirically.

We describe here the scRNA-seq analysis of gene expression for almost 60,000 cells derived from three growth conditions and two Chlamydomonas strains. We report that scRNA-seq successfully captures the same gene expression signatures as do bulk RNA-seq approaches. We further show that cells experiencing distinct growth conditions cluster independently from one another. Finally, we determine that bulk Chlamydomonas cultures grown in constant light are far from homogeneous and exhibit instead substantial variation in their diurnal cycle, although the distribution of these phases is not uniform. We then use the preferential diurnal phase exhibited by cells to demonstrate the likely conservation of circadian iron responses in Chlamydomonas, as diurnal phases are globally lagging in iron-deficient algal cells, as seen in Arabidopsis (Chen et al., 2013; Hong et al., 2013; Salomé et al., 2013).

## Results

### scRNA-seq of Chlamydomonas cells reflects their iron nutritional status

To determine whether scRNA-seq methodology is applicable off-the-shelf for profiling Chlamydomonas cultures, we tested the cell wall–deficient strain CC-5390 under two contrasting conditions: iron replete (Fe+), and iron deficient (Fe−). We grew a single culture for 3 d in constant light and in Fe+ conditions before splitting the culture into separate Fe+ and Fe− cultures. We measured cell density after 23 h and adjusted it to 1,200 cells mL^−1^ for Gel Bead in Emulsion (GEM) formation and single-cell library preparation. We reasoned that 1 d in the complete absence of Fe would be sufficient to induce a strong Fe deficiency response (Page et al., 2012) but would not be as drastic as prolonged Fe deficiency from the time of initial inoculation (Urzica et al., 2012). To test reproducibility, we also generated a third sample consisting of a mixture of the two samples at equal cell densities and proceeded with GEMs alongside the Fe+ and Fe− samples.

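Experiment 1 holds 3 Chromium single-cell 3′ libraries of CC-5390: 1 from the Fe+ culture, 1 from the Fe− culture and 1 from their equal mixture, called Mix. Cells had spent 23 h in medium with 20 µM FeEDTA (Fe+) or without iron (Fe−) before loading. The authors aligned the reads and counted UMIs per gene and cell with cellranger count, and the deposited matrices hold these whole-number counts for 17893 genes, without normalization. The Fe+ library held 11798 cells and 32077582 UMIs, with a median of 2317 UMIs per cell. Its Fe− counterpart held 11016 cells and 37133976 UMIs, with a median of 2574.5. The Mix library held 10948 cells and 33121462 UMIs, with a median of 2468.5. These are all deposited cells, and all values use them. The paper's reported numbers are 9517 Fe+, 9748 Fe− and 9425 Mix cells, and its filter of at least 100 genes and 300 UMIs per cell removes none of the deposited cells of this experiment. The paper's aggregation of the libraries with cellranger aggr was not repeated. Counts were scaled to 10000 UMIs per cell and log-transformed. A module score is the mean of these values over a gene list minus their mean over control genes, with 100 control genes drawn for each list gene from the same of 24 expression bins. Bins and control genes were chosen separately for each experiment, so differences in score between experiments can in part reflect this choice. Each condition has 1 library, so no test between these conditions rests on the cells of experiment 1 alone. UMI counts are given with exact Poisson 95% intervals and shares of cells with Clopper-Pearson 95% intervals, and both cover counting error only.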

After sequencing and mapping reads to the Chlamydomonas reference genome (version v5.5), we counted 28,690 cells across the three samples, from which we detected an average of 3,344 unique molecular identifiers (UMIs) per cell mapping to an average 823 genes (Figure 1A;  Supplemental Tables 1 and 2). 

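The deposited matrices of experiment 1 together held 33762 cells. Their mean was 3031 UMIs and 763 genes per cell. By library, the mean number of UMIs per cell was 2719 in Fe+, 3371 in Fe− and 3025 in Mix. Genes per cell averaged 762 in Fe+, 763 in Fe− and 763 in Mix, with an SD across cells of 262, 346 and 290. With every cell thinned to 1000 UMIs, the means were 413 genes in Fe+, 370.0 in Fe− and 390.2 in Mix. This thinning left out 124 Fe+, 1505 Fe− and 537 Mix cells with fewer UMIs.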

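By library, at least 1 UMI was counted for 16143 genes in Fe+, 16652 in Fe− and 16413 in Mix. Over the 3 libraries together, 16982 of the 17893 genes in the matrices had a UMI in at least 1 cell. Averaged over these genes, a gene had a UMI in 1516 cells of experiment 1.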

We identified transcripts from 16,982 distinct genes in at least one cell across all samples, with an individual gene being detected on average in 1,391 cells across the three samples (Supplemental Figure 1A and Supplemental Table 3). The contribution of mitochondrial and chloroplast transcripts to UMIs was low (0.23% for mitochondria and 0.91% for chloroplasts; Figure 1A), consistent with the initiation of reverse transcription from an oligo(dT) primer (Gallaher et al., 2018).

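The matrices list 25 mitochondrial and 127 chloroplast genes. Averaged over the cells of experiment 1, mitochondrial transcripts made up 0.224% of UMIs per cell and chloroplast transcripts 0.946%. As shares of all UMIs of a library, mitochondrial transcripts took 0.0971% in Fe+, 0.241% in Fe− and 0.176% in Mix. Chloroplast transcripts took 0.924%, 0.636% and 0.785%. Inside the Mix, cells placed with the Fe− library by their nearest neighbours had 0.833 times the mitochondrial share of those placed with the Fe+ library.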

**Figure 1:**
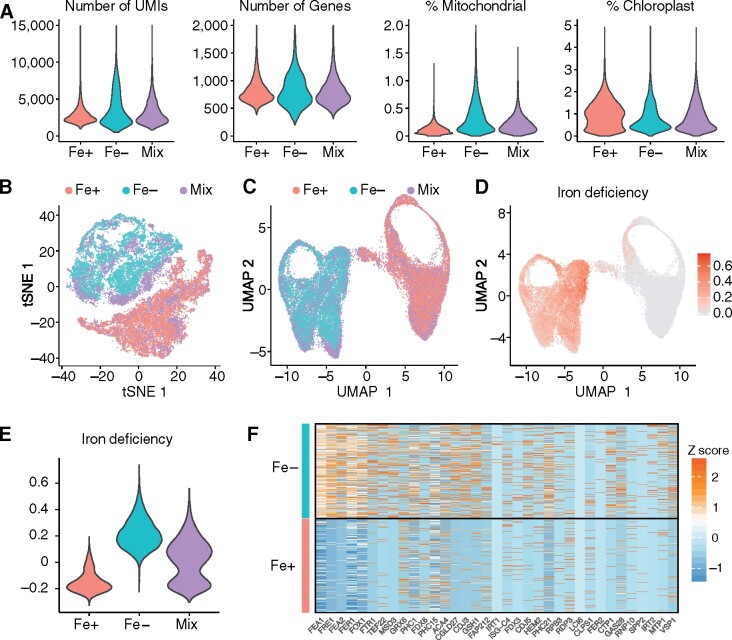
scRNA-seq properly separates chlamydomonas cells according to their iron nutritional status. In a first experiment, we grew Chlamydomonas strain CC-5390 in Fe-replete (Fe+) conditions before being transferred to Fe+ or Fe-limited conditions (Fe−) for 23 h. Cells were then processed for scRNA-seq, starting with GEMs formation in the 10X Genomics pipeline. See also Supplemental Tables 1 and 2. (A) Characteristics of sequencing results from Chromium Single Cell 3′ gene expression libraries (first experiment). Violin plots report the number of genes, number of UMIs, and the percentage of gene expression estimates coming from the mitochondrial and chloroplast organelles in Fe+ (pink), Fe− (teal), and an equal mix of cells from Fe+ and Fe− cultures (Mix, purple). (B, C) t-SNE (B) and UMAP (C) plot for the 28,690 sequenced cells, colored by sample: Fe+, pink; Fe−, teal; Mix: purple. Each dot represents one cell. (D) UMAP plot of the iron deficiency module score, which includes genes highly induced by Fe deficiency (Urzica et al., 2012). Dark red indicates individual cells with a high iron deficiency module score and thus in a Fe-limited nutritional state. (E) Iron deficiency module score for each sample, shown as violin plots. Fe+, pink; Fe−, teal; Mix: purple. Note the bimodal distribution of the Mix sample. Wilcoxon Rank Sum Test was performed between the Fe+ and Fe− cells, the p value was below 2.2 × 10^−16^. (F) Heatmap representation of normalized gene expression estimates for of genes induced under Fe deficiency in Fe+ and Fe− cells. Each horizontal line indicates the expression of the listed gene in one cell.

The scRNA-seq data set consisted of expression information from 16,982 genes across about 30,000 cells, such that the expression data are in a 16,982-dimension matrix. To visualize the data in two dimensions, we applied two widely used dimensionality reduction methods: t-SNE (Van Der Maaten and Hinton, 2008) and UMAP (McInnes et al., 2018; Becht et al., 2019), using the R package Seurat (Stuart et al., 2019). Both methods aim to preserve much of the local and global data structure, although UMAP has been proposed to perform better than t-SNE in representing complex data into a low-dimensional space (Becht et al., 2019; Heiser and Lau, 2020). Both methods also perform well on continuous data, such as a developmental time course that describes a cell type-specific progenitor and its gradual differentiation, with UMAP outperforming t-SNE (Heiser and Lau, 2020). 

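The separation was measured on the 20 nearest neighbours of each cell in the space of the first 20 principal components of all 3 libraries of experiment 1. Of the neighbours of Fe− cells, 87.8% came from the Fe− library, which holds 32.6% of the cells. For Fe+ cells, 82.8% came from the Fe+ library, which holds 34.9%. Fe− cells had 0.0254% of their neighbours among Fe+ cells, Fe+ cells had 0.0373% among Fe− cells, and the rest were Mix cells. Pooled over Fe+ and Fe− cells, the share from the same library was 85.2%, and thinning every cell to 1000 UMIs moved it most, to 79.6%. Mix cells had 13.8% of their neighbours in the Fe− library, 23.3% in the Fe+ library and 62.9% among other Mix cells, which make up 32.4% of the cells. Since the Mix holds Fe+ and Fe− cells, the same-library shares above can also hold differences between libraries. Each Mix cell was placed on the side with more of its neighbours, weighed by the size of the library they came from. The Fe− side received 4249 of the 10948 Mix cells (38.8%, 95% interval 37.9 to 39.7), the Fe+ side 5129, and 1570 cells had no neighbour in either library. Placing cells by the midpoint of the iron deficiency score moved the share on the Fe− side most, to 47.5%, as it leaves no cell without a side. Among the cells with a side, the share was 45.3% by neighbours.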

Fe+ and Fe− cells formed two clearly separated groups with both methods, while the mixed cells sample was equally divided between the first two groups and closely overlapped with them in the t-SNE (Figure 1B) and UMAP plots (Figure 1C). Note that with both methods, the relative position of each cluster is not always informative, which is a known limitation of these dimensionality reduction methods. These results demonstrated that scRNA-seq 1) successfully separated cells according to their nutritional status (Fe-replete or Fe-deficient) and 2) had very good technical reproducibility between libraries processed in parallel, as evidenced by the overlap between the mixed cells samples and the two test groups.

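Of the 10948 Mix cells, 9234 (84.3%) had at least 90% of their neighbours from the separately prepared libraries on 1 side. This counts only neighbours in the Fe+ and Fe− libraries, and 1 such neighbour was enough. Mix cells had 62.9% of their neighbours in the Mix, which holds 32.4% of the cells, so they did not mix evenly with the other libraries. The genes outside the iron deficiency list give a second comparison. For it, Mix cells were divided at the midpoint of the iron deficiency score, and the comparison was chosen after the data were seen. The log2 ratio of cells above over cells below the midpoint was compared with that of the Fe− over the Fe+ library for 9731 genes with at least 200 UMIs. None of these genes is on the list, though the score also subtracts control genes drawn from all genes. The 2 ratios had a correlation of 0.889 across genes, which are not independent replicates, and 85.6% of the genes had the same sign in both. From the separate groups, the paper concludes that scRNA-seq sorts cells by their nutritional status. From the overlap of the Mix with both groups, it concludes that libraries processed in parallel are reproducible.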

To validate the observation that scRNA-seq captured the Fe nutritional status of our samples, we calculated an iron deficiency module score (Stuart et al., 2019) for each cell using genes induced under Fe deficiency previously identified using bulk RNA-seq (Urzica et al., 2012). A module score calculates the average expression of a given gene list, subtracted by the aggregated expression of randomly sampled control genes. A module score therefore partially circumvents the low coverage typical of scRNA-seq data by aggregating the expression of multiple genes of interest into a quantitative output that can be visualized either using the t-SNE and UMAP plots or as a violin plot representing the distribution of values across cells experiencing the same treatment. We discovered that Fe− cells exhibit a much higher iron deficiency module score compared to Fe+ cells, supporting the ability of scRNA-seq to capture expression differences resulting from distinct culture conditions (Figure 1, D and E). 

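All 100 genes of the iron deficiency list are in the matrices. The mean score was -0.145 in Fe+ cells (SD 0.0744 across cells) and 0.205 in Fe− cells (SD 0.120), a difference of 0.351. It was positive in 97.2% of Fe− cells (95% interval 96.9 to 97.5) and in 5.97% of Fe+ cells (5.55 to 6.41). An independent repeat of this comparison in the same strain, experiment 2, gave a difference of 0.164, and the SD of both differences was 0.132. Thinning every cell to 500 UMIs moved the difference of experiment 1 most, to 0.197. Per gene, the counts of each library were scaled to a common library total (CPM). Over the 98 list genes with at least 20 UMIs in both libraries together, the median log2 ratio of Fe− over Fe+ was 1.68, and 95 were higher in Fe−. The median over all 14427 such genes was 0.18, so the list lies above this shift. Among 10000 random lists of like expression, 95% had a median between -0.49 and -0.03, which describes these 2 libraries only.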

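Mix cells had a mean iron deficiency score of 0.00533 (SD 0.154 across cells). The midpoint between the medians of the Fe+ and the Fe− library was 0.0157, and 52.5% of Mix cells scored below it. Between the 95th percentile of Fe+ cells, 0.00973, and the 5th percentile of Fe− cells, 0.0260, lay 3.27% of Mix cells, beside 1.26% of Fe+ and 1.43% of Fe− cells. With the sides of Mix cells found without the genes of this list, the mean score was 0.134 (SD 0.107) on the Fe− side and -0.106 (SD 0.101) on the Fe+ side. On the Fe− side 88.8% of cells scored above the midpoint, as did 12.4% on the Fe+ side. Placed in this way, Mix cells with at least 90% of their neighbours from the single libraries on the Fe+ side had more UMIs of strongly induced list genes than the Fe+ library, with a median excess of 6.34% of the level in the Fe− library over 14 genes.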

The mixed cells sample showed a bimodal distribution for the iron deficiency module score, in agreement with the equal contribution of Fe+ and Fe− cells (Figure 1E).

We also performed differential expression analysis between the Fe+ and Fe− cells and obtained 1,589 differentially expressed genes between these two conditions with a cutoff at adjusted *P* <0.05. 

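Because the cells of 1 library are not replicates, UMIs were summed per gene and library, and Fe− was compared with Fe+ over 2 libraries each. The second pair comes from experiment 2 of this strain, with 52436795 UMIs in Fe− and 37619380 in Fe+. No gene out of 14588 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, while 1777 had an unadjusted p under 0.05. DESeq2 called 556 of 17228 genes, 298 of them higher in Fe− and 258 lower. Each experiment divided a shared pre-culture, so its Fe− and Fe+ libraries form a pair. With the experiment as a block in the edgeR fit, 1194 genes passed, 630 higher and 564 lower in Fe−, and 1193 had the same direction in both experiments. This block moved the count most. Leaving out the Fe− library of experiment 1 gave 184 genes and leaving out its Fe+ library gave 77. Without the Fe− library of experiment 2 the count was 11, and without its Fe+ library 364. Leaving out likely doublets gave 1 gene, the iron transporter IRT1. Across genes, which are not independent replicates, the log2 ratios of the 2 experiments had a correlation of 0.531.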

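Since edgeR called 0 genes without the block, with TMM or RLE factors, the genes with the largest changes are taken from the fit with it. Without the block, DESeq2 called 556 genes and edgeR with no filter on low counts 48. The 5 largest increases were in MSD3 and in 4 genes with few or no UMIs in Fe+, whose fitted fold changes depend on the prior count. Positions are those of the v5.5 genome. Cre12.g538250 (chromosome 12, 6469437 to 6473362) had no UMI in either Fe+ library. Against a floor of 3 counts per library, it was at least 40.3-fold higher in Fe− in experiment 1 and at least 12.7-fold higher in experiment 2. Cre09.g409700 (chromosome 9, 6805597 to 6809104) was at least 23.3-fold and at least 3.83-fold higher. Cre01.g048350 (chromosome 1, 6727999 to 6732124) was at least 6.05-fold higher in experiment 1, and 152-fold higher in experiment 2 against 1 UMI (95% interval 27.0 to 6035). Cre13.g574551 (chromosome 13, 1740715 to 1744136) was at least 62.2-fold higher in experiment 1 and 23.0-fold higher in experiment 2 against 1 UMI (3.83 to 935). Among the 5 largest decreases, Cre04.g223100 (chromosome 4, 2662125 to 2666375) had 1 UMI in Fe− and 212 in Fe+ in experiment 1, a ratio of 0.00407 (0.000103 to 0.0229). In experiment 2 it had 8 and 250 UMIs, a weaker decrease, with a log2 ratio of -5.36 beside -7.36 in experiment 1. Cre07.g349200 (chromosome 7, 5273451 to 5275476) had a log2 fold change of -5.60 and RBD2 (Cre06.g284600; chromosome 6, 5473585 to 5475623) of -4.17. Cre07.g335100 (chromosome 7, 3385617 to 3388626) had 3 UMIs in Fe− and 54 in Fe+ in experiment 2, a ratio of 0.0399 (0.00797 to 0.123). Cre13.g591600 (chromosome 13, 4115146 to 4125018) had 3 and 38, a ratio of 0.0566 (0.0112 to 0.179). The adjusted p of these 10 genes lay between 2.20e-07 and 0.00189 in edgeR with the block, and between 3.24e-21 and 0.969 over all fits that gave one. DESeq2 gave none for Cre12.g538250, Cre09.g409700 and Cre13.g591600. With 1 library left out, the log2 fold change was 8.55 to 9.77 for Cre12.g538250 and 6.77 to 8.95 for MSD3. It was -8.28 to -5.16 for Cre04.g223100. The range was wider for Cre01.g048350, 4.49 to 9.97, and for Cre13.g574551, 5.38 to 9.77.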

Notably, 69 out of 100 genes induced by iron deficiency used in the module score calculation were differentially regulated. 

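Of the 100 genes of the iron deficiency list, 98 were tested in edgeR. None passed an adjusted p of 0.05 over all genes tested, and 37 passed when adjusted over the list alone. DESeq2 called 36 over all genes and 50 over the list. With the experiment as a block, edgeR called 41 over all genes and 57 over the list. The median log2 fold change of the 98 genes was 1.49, and 90 were higher in Fe−. Over all genes, leaving out the Fe− library of experiment 1 gave 7 list genes, its Fe+ library 6, the Fe− library of experiment 2 gave 5 and its Fe+ library 11. Adjusted over the list alone, these fits called 30, 14, 38 and 24.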

We also plotted the expression of a number of iron-related genes across all cells, shown as a heatmap in Figure 1F. 

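FEA1 (Cre12.g546550) lies on chromosome 12 of the v5.5 genome from 8671306 to 8675189. It had 2202 CPM in the Fe− library of experiment 1 (95% interval 2187 to 2217) and 339.9 in Fe+ (334 to 346). A UMI was found in 94.3% of Fe− and 33.4% of Fe+ cells, or in 85.2% and 19.3% after thinning to 1000 UMIs. Median depths were 2574.5 and 2317 UMIs per cell, and free RNA stays open as a source of UMIs in Fe+ cells. FEA2 (Cre12.g546600; 8666912 to 8670847 on the same chromosome) had 490.4 CPM in Fe− and 10.4 in Fe+. FRE1 (Cre04.g227400; chromosome 4, 3355079 to 3363615) had 656 and 24.2 CPM. For FOX1 (Cre09.g393150; chromosome 9, 2173636 to 2185319) the values were 535 and 97.7 CPM, and for FTR1 (Cre03.g192050; chromosome 3, 6157033 to 6160982) 144 and 20.9 CPM. Over both experiments, the edgeR log2 fold change was 2.36 for FEA1 (standard error 0.77), 5.54 for FEA2 (0.80), 3.93 for FRE1 (0.77), 2.22 for FOX1 (0.70) and 2.29 for FTR1 (0.67). Their adjusted p lay between 0.0988 and 0.296 in edgeR without the block, and between 2.12e-06 and 0.00961 with it. Over all fits, it ranged from 4.38e-18 for FEA2 to 0.926 for FOX1. FEA2 also passed without the Fe− library of experiment 1 (adjusted p = 0.0193) and without the Fe+ library of experiment 2 (adjusted p = 0.0136). All 5 genes were higher in Fe− in both experiments.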

We observed strong induction for genes encoding various components of the Fe assimilation machinery, such as the *Fe ASSIMILATORY* (*FEA*) genes *FEA1* and *FEA2*, the *FERRIC REDUCTASE FRE1*, the multicopper oxidase *FOX1*, and the Fe permease *FE TRANSPORTER* (*FTR1*). 

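TEF22 (Cre12.g546500; chromosome 12, 8675408 to 8681279) had 113 CPM in Fe− (95% interval 109 to 116) and 11.9 in Fe+ (10.7 to 13.2). MSD3 (Cre16.g676150; chromosome 16, 6065926 to 6069339) had 159.9 CPM in Fe− against 0.655 in Fe+, where 21 UMIs were counted. CDJ3 (Cre01.g009900; chromosome 1, 1830819 to 1835434) had 169 and 18.4 CPM. CGLD27 (Cre05.g237050; chromosome 5, 2780600 to 2784931) had 224 and 15.0 CPM. UMIs of MSD3 were found in 31.7% of Fe− and 0.178% of Fe+ cells, or in 14.3% and 0.0771% after thinning. The edgeR log2 fold change over both experiments was 2.39 for TEF22 (standard error 0.72), 7.91 for MSD3 (1.13), 2.40 for CDJ3 (0.70) and 3.48 for CGLD27 (0.76), with adjusted p between 0.0988 and 0.288. With the experiment as a block, all 4 genes passed, CGLD27 at 0.000399 and CDJ3 at 0.00463. The adjusted p over all fits ranged from 3.24e-21 for MSD3 to 0.912 for TEF22. MSD3 also passed in edgeR with any 1 library left out, at an adjusted p of up to 0.0192.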

Other highly expressed genes across Fe− cells included *TEF22*, which is divergently transcribed from the same promoter sequences as *FEA1*; the low Fe-induced *MANGANESE SUPEROXIDE DISMUTASE 3* (*MSD3*); the Chloroplast DnaJ-like *CDJ3* and C*ONSERVED IN THE GREEN LINEAGE 27* (*CGLD27*) (Urzica et al., 2012). Likewise, the *COPPER TRANSPORTING P-type ATPase CTP1* was highly expressed only in Fe− cells. 

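CTP1 (Cre16.g682369; chromosome 16, 3585346 to 3594684) had 70.4 CPM in the Fe− library of experiment 1 (95% interval 67.7 to 73.1) and 15.6 in Fe+ (14.3 to 17.0). At least 1 UMI was found in 20.2% of Fe− cells (19.4 to 20.9) and 4.09% of Fe+ cells (3.74 to 4.47), at the depths given for FEA1. Thinned to 1000 UMIs per cell, they were 7.43% and 1.52%. UMIs from free RNA in Fe+ cells were not removed. The edgeR log2 fold change over both experiments was 1.97 (standard error 0.63, adjusted p = 0.295). With the experiment as a block, CTP1 passed at 0.0229. Over all fits, the adjusted p ranged from 0.0198 in DESeq2 to 0.978 without the Fe− library of experiment 2.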

CTP1 is predicted to load Cu into FOX1 for full Fe deficiency responses (La Fontaine et al., 2002; Eriksson et al., 2004; Merchant et al., 2006). The high-affinity Fe transporter *IRT1* was seldom expressed in either Fe+ or Fe− cells, although the related transporter gene *IRT2* was induced in a large fraction of Fe− cells (Figure 1F). 

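IRT1 (Cre12.g530400; chromosome 12, 5444196 to 5447896) had 334 UMIs in the Fe− library of experiment 1 and 1 UMI in Fe+, a CPM ratio of 289 (95% interval 51.4 to 11429.6). These UMIs came from 245 Fe− cells (2.22%, 95% interval 1.96 to 2.52) and 1 Fe+ cell (0.00848%). IRT2 (Cre12.g530350; chromosome 12, 5438306 to 5442687) had 24.6 CPM in Fe− (23.1 to 26.3) and 1.96 in Fe+ (1.51 to 2.51). A UMI of IRT2 was found in 852 Fe− cells (7.73%, 7.24 to 8.25) and in 60 Fe+ cells (0.509%, 0.388 to 0.654). For IRT2, thinning to 1000 UMIs made the shares 2.92% and 0.231%. Free RNA was not removed, so a UMI in a cell does not show that the cell expresses the gene, and the shares in Fe+ cells do not measure the free RNA of the Fe− library. A cell can also express a gene without a UMI being counted. The edgeR log2 fold change over both experiments was 6.55 for IRT1 (standard error 0.77, adjusted p = 0.0806) and 3.52 for IRT2 (0.73, adjusted p = 0.214). With likely doublets left out, IRT1 passed at an adjusted p of 0.0447, and with the experiment as a block at 1.06e-05. Its adjusted p over all fits ranged from 1.73e-08 in DESeq2 to 0.0806. With any 1 library left out, IRT1 passed at an adjusted p of up to 0.0173. For IRT2 the range over all fits was 0.000230, with the block, to 0.225, and it passed without the Fe+ library of experiment 1 (adjusted p = 0.0201).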

Finally, we noted high expression of a number of genes encoding cell wall-associated proteins: cell wall pherophorin-C (*PHC*) *PHC1* and *PHC21*, vegetative SP-rich *VSP1*, and *GAMETE-SPECIFIC 28* (*GAS28*) (Waffenschmidt et al., 1993; Rodriguez et al., 1999); and plasma membrane proteins such as autoinhibited Ca^2+^-ATPase 4 (*ACA4*), *METAL TRANSPORT PROTEIN1* (*MTP1*), and *LOW CO_2_-INDUCED 6* (*LCI6*). 

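PHC1 (Cre17.g717900; chromosome 17, 2693361 to 2696479) had 859 CPM in Fe− (95% interval 849.6 to 868) and 310.0 in Fe+ (304 to 316) in experiment 1. PHC21 (Cre02.g094450; chromosome 2, 2808946 to 2813363) had 461 and 155 CPM. VSP1 (Cre11.g467710; chromosome 11, 1292715 to 1295811) had 187 and 62.8 CPM, and GAS28 (Cre11.g481600; chromosome 11, 3554838 to 3557651) had 334 and 102 CPM. All 4 genes were higher in Fe− in experiment 1, by a log2 ratio of 1.47 to 1.71, and lower in experiment 2, by -1.01 to -0.41. In the CC-4532 pair, also of experiment 2, they were higher in Fe−, with log2 ratios of 1.67, 1.68, 2.37 and 2.48. Over both experiments their edgeR log2 fold changes were 0.46, 0.55, 0.80 and 0.82, with adjusted p between 0.687 and 0.850. Without the Fe− library of experiment 1, the sign changed for each of them, to -0.99, -0.46, -0.86 and -0.49. ACA4 (Cre10.g459200; chromosome 10, 5504975 to 5511406) had 213 CPM in Fe− and 116 in Fe+, and a log2 fold change of 1.31 (standard error 0.70, adjusted p = 0.481). MTP1 (Cre03.g145087; chromosome 3, 460732 to 465188) had 58.5 and 14.5 CPM, and a log2 fold change of 1.84 (0.62, adjusted p = 0.302). With the experiment as a block, MTP1 passed at an adjusted p of 0.0332, and in DESeq2 at 0.0343, while its other fits reached 0.978. LCI6 (Cre12.g553350; chromosome 12, 7819019 to 7821917) had 8 UMIs in Fe− and 0 in Fe+, at least 2.30-fold higher against the floor of 3 counts, and was not tested in edgeR.

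**Figure D1:**
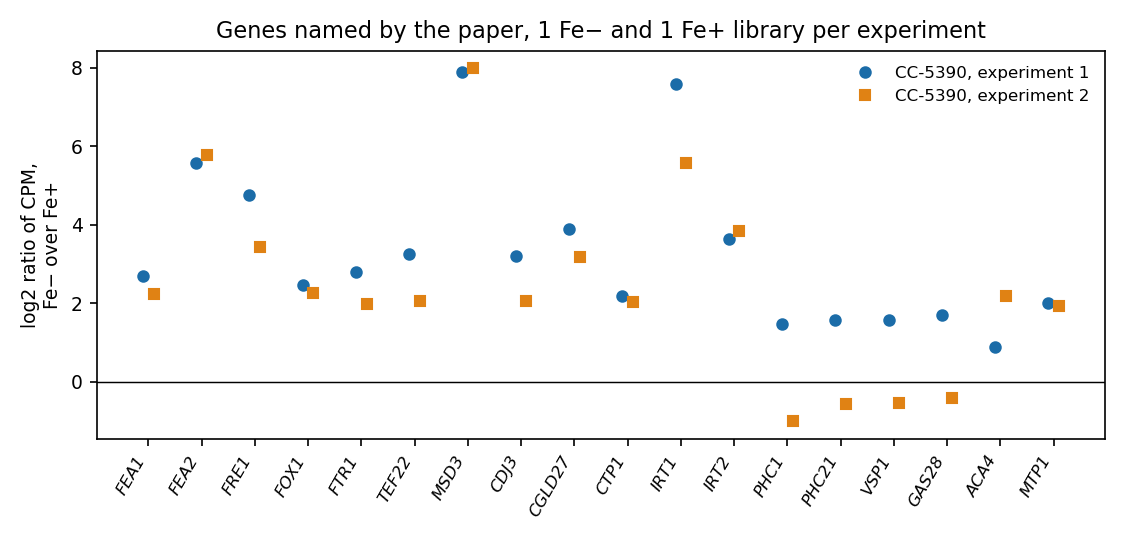
Log2 ratio of CPM, Fe− library over Fe+ library, for 18 genes named by the paper (x axis), in experiment 1 (circles) and in experiment 2 (squares), with 1 library per condition and point. The 4 genes for cell wall proteins, PHC1, PHC21, VSP1 and GAS28, lie between 1.47 and 1.71 in experiment 1 and below 0 in experiment 2.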

We interpret these highly induced genes as being part of the stress response of a Chlamydomonas strain lacking a cell wall.

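The Mix allows the named genes to be compared between cells of 1 library. Cells of the Mix on the Fe− side had 1793 CPM of FEA1 and those on the Fe+ side 485, a log2 ratio of 1.88. The log2 ratio inside the Mix was 2.93 for FEA2, 2.78 for FRE1, 1.62 for FOX1, 1.90 for FTR1 and 3.15 for MSD3. For the cell wall genes it was 0.77 for PHC1, 0.81 for PHC21, 0.93 for VSP1 and 0.91 for GAS28. IRT1 had 88 UMIs on the Fe− side and 14 on the Fe+ side. No UMI of LCI6 was counted on either side.

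**Figure D2:**
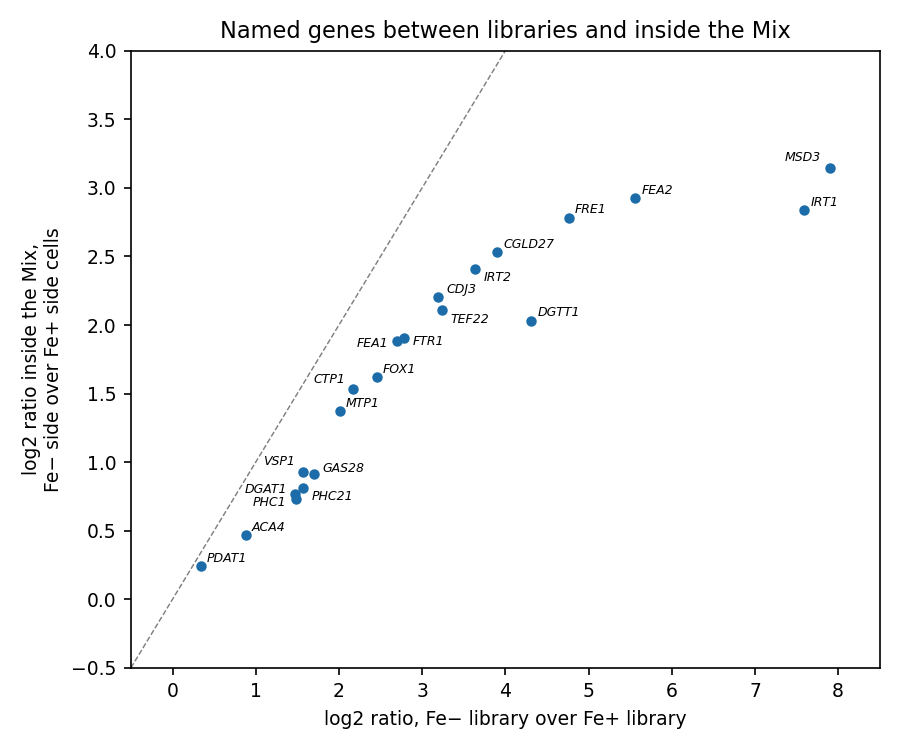
Log2 ratio of CPM inside the Mix, Fe− side over Fe+ side cells (y axis), against the log2 ratio of the Fe− over the Fe+ library of experiment 1 (x axis), each point a gene named by the paper. The sides were found without the genes of the iron deficiency list, which holds all of these genes but PDAT1, DGAT1 and DGTT1. The points lie under the dashed line of equal ratios, as MSD3 with 3.15 inside the Mix.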

scRNA-seq, therefore, efficiently captures comparable changes in the transcriptome relative to bulk RNA-seq when Chlamydomonas cells are grown in Fe+ and Fe− conditions.

### scRNA-seq recapitulates nitrogen deficiency bulk RNA sequencing signatures

In a second independent experiment, we grew CC-5390 cells under replete conditions for both Fe and nitrogen (N) and then divided the cultures into Fe and N replete (control), Fe− (with full N supply) and N deficiency (N−, with full Fe supply, as technical duplicates) 23 h before processing cells for GEMs. After sequencing, we counted 19,140 cells across the four samples, from which we detected an average of 4,181 UMIs resolving into 694 genes per cell (Supplemental Figure 1B and Supplemental Tables 1–3). 

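Experiment 2 holds 4 libraries of CC-5390: 1 from the replete culture (Fe+), 1 from the Fe− culture and 2 from N−, called N− R1 and N− R2. The deposited matrices hold UMI counts from cellranger count, as in experiment 1. The Fe+ library held 11558 cells, with a median of 2197 UMIs per cell. Its Fe− counterpart held 9291 cells with a median of 5843, so depth differed between the conditions. N− R1 held 3337 cells and 7576775 UMIs, with a median of 1388. N− R2 held 2064 cells and 9177741 UMIs, with a median of 2578. Together these were 26250 cells, with a mean of 4069 UMIs and 669 genes per cell. All deposited cells were used. The paper's reported numbers are 7960 Fe+, 6656 Fe−, 3028 N− R1 and 1496 N− R2 cells. Thinning to 1000 UMIs left out 357 Fe+, 1181 Fe−, 1158 N− R1 and 335 N− R2 cells, and thinning to 500 left out none. The paper calls N− R1 and N− R2 technical duplicates, while its methods name 4 flasks for CC-5390, which would leave 2 for N−. They were treated as duplicates of 1 sample, and no test was run for N−. If they came from 2 flasks, their SD also holds differences between cultures.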

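Nearest neighbours were found as in experiment 1, over the 4 CC-5390 libraries of experiment 2. Pooled over all cells, 99.3% of neighbours came from the same condition, against 36.1% by the sizes of the conditions. By condition, the share was 99.6% for Fe+ cells, 99.2% for Fe− cells, and 99.2% and 98.5% for the cells of N− R1 and N− R2. Thinning every cell to 1000 UMIs moved the pooled share most, to 98.6%.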

UMAP dimensionality reduction identified three clearly separated clusters, corresponding to replete cells (Fe+ N+), Fe-deficient cells (Fe− N+), and N-deficient cells (N− Fe+) (Figure 2A). These results indicated that scRNA-seq consistently produced distinct cell clusters for Fe+ and Fe− cells across multiple experiments (Figures 1, B and 2, A). In addition, N− cells formed a cluster that did not overlap with either Fe+ or Fe− cells, suggesting a transcriptome signature that is unique to each growth condition. 

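Of the neighbours of N− R1 cells, 0.790% were Fe− cells and 0.0300% were Fe+ cells. For N− R2 cells these shares were 1.37% and 0.0872%. Relative to the Fe+ library, the median log2 CPM ratio over all genes with at least 20 UMIs in both libraries together was 0.73 for N− R1 and 1.08 for N− R2. Ratios of single genes are to be read against this shift. Among the 5175 genes with at least 200 UMIs in the higher library and 4 in the lower, the largest ratio was that of Cre09.g410850 (chromosome 9, 6991287 to 6995219). It had 563 CPM in N− R1 and 538 in N− R2 against 0.106 in Fe+, a ratio of 5295 (95% interval 2067 to 19443.5) and 5057 (1974 to 18568). The next were Cre17.g700950 (chromosome 17, 704737 to 706717), with a ratio of 952 and 1816, and Cre16.g690319 (chromosome 16, 7674846 to 7680007), with 759.7 and 913. Cre05.g235950 (chromosome 5, 2529554 to 2533460) followed with 547 and 613, and Cre09.g404201 (chromosome 9, 495000 to 503449) with 379 and 657. The largest decreases were in RBD2, with 420.0 CPM in Fe+ against 1.06 in N− R1 and 0.763 in N− R2, and in 4 genes of light-harvesting proteins. LHCBM7 (Cre12.g548950; chromosome 12, 8390064 to 8391748) was 488-fold and 338-fold lower than in Fe+, and LHCA5 (Cre10.g425900; chromosome 10, 1162268 to 1165014) 336-fold and 236-fold lower. LHCA6 (Cre06.g278213; chromosome 6, 4069356 to 4071703) was 288-fold and 273-fold lower, and LHCA4 (Cre10.g452050; chromosome 10, 4509503 to 4513091) 271-fold and 215-fold lower.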

Finally, we again observed good technical reproducibility, as the two replicates for N− cells closely overlapped.

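Cells of N− R1 had 77.5% of their neighbours in N− R1 and 21.7% in N− R2, which hold 12.7% and 7.86% of the cells. Cells of N− R2 had 40.7% in N− R1 and 57.8% in N− R2. At 1000 UMIs per cell, these shares were 66.9% and 31.1% for N− R1, and 43.1% and 54.9% for N− R2. Per gene, the log2 CPM of the duplicates had a correlation of 0.986 across 7268 genes, which are not independent replicates. The median absolute log2 ratio was 0.28, and 105 genes differed by more than 2-fold. Between the experiments, the median absolute log2 ratio was 0.85 for the 2 Fe+ libraries and 1.08 for the 2 Fe− libraries. The spread between the duplicates was 24.5 times the Poisson sampling noise, measured as chi-square over degrees of freedom.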

**Figure 2.**
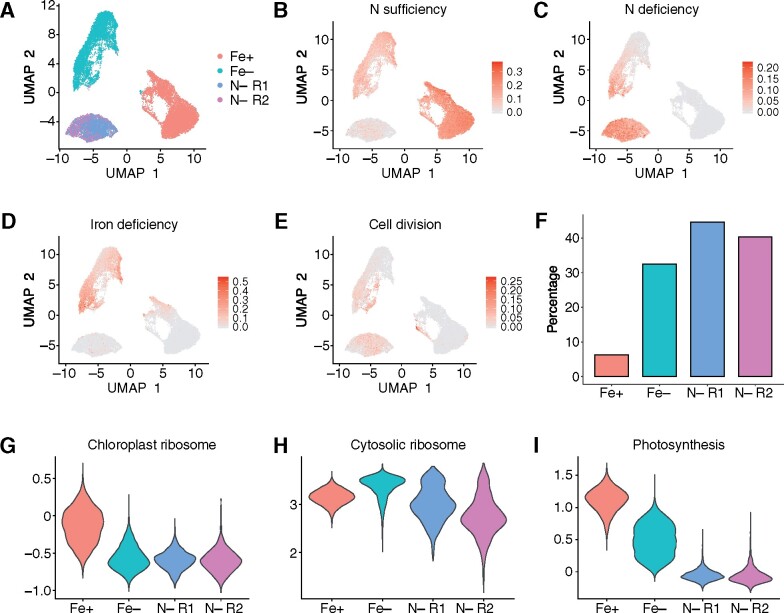
scRNA-seq captures bulk RNA sequencing signatures of nitrogen deficiency. We grew Chlamydomonas strain CC-5390 in nitrogen (N) and Fe-replete conditions before exposing cells to N deficiency (but full Fe supply) and Fe limitation (with full N supply) for 23 h. (A) UMAP plot for 19,140 sequenced cells, colored by sample: Fe+ and N+, red; Fe− and N+, teal; N− and Fe+, purple and magenta (two technical replicates: N− R1 and N− R2). (B) UMAP plot of the N sufficiency module score, which includes genes strongly repressed by N deficiency and/or induced by N sufficiency (Schmollinger et al., 2014). Dark red indicates individual cells with a high N sufficiency module score and are thus N-replete. (C) UMAP plot of the N deficiency module score, which includes genes highly induced by N deficiency (Schmollinger et al., 2014). Dark red indicates individual cells with a high N deficiency module score and thus in an N-limited nutritional state. (D) UMAP plot showing of iron deficiency module score, using the same gene list as in Figure 1. (E) UMAP plot showing of cell division module score, based on a list of genes involved in DNA replication and chromosome segregation with a mean diurnal phase of 12–14 h (using dawn as time 0). (F) Percentage of cells with a high cell division score across the Fe+, Fe−, and N− samples. We included cells with a positive cell division module score. (G–I), Module score across all samples for chloroplast *RPG*s (G), cytosolic ribosomes (H), and photosynthesis-related genes (I). The chloroplast and cytosolic *RPG* module score includes all nucleus-encoded plastid-localized or cytosolic RPG subunits, respectively. The photosynthesis module score is derived from all nucleus-encoded photosystem I and II components, as well as chlorophyll biosynthetic genes and M factors.

To investigate whether scRNA-seq accurately captured the behavior of N status signature genes identified by bulk RNA-seq, we calculated module scores using two gene lists: genes repressed under N deficiency (and thus induced under N sufficiency conditions; Figure 2B) and genes induced under N deficiency (Figure 2C). Both Fe+ and Fe− cells showed a high N sufficiency module score, although Fe+ cells appeared to exhibit a higher score than Fe− cells (Figure 2B). 

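Of the 200 genes of the N sufficiency list, 159 are in the matrices. Their mean score was 0.145 in Fe+ cells (SD 0.0460 across cells) and 0.0484 in Fe− cells (SD 0.0400), a difference of -0.0970. The score was positive in 88.6% of Fe− cells (95% interval 87.9 to 89.2) and in all but 5 of the 11558 Fe+ cells. In experiment 1 the difference was -0.129, and the SD of the differences of both experiments was 0.0224. Per gene, 95 of 155 list genes were lower in Fe−, with a median log2 ratio of -0.91 beside 0.02 over all genes.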

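Of the 150 genes of the N deficiency list, 118 are in the matrices. Its mean score was -0.0375 in Fe+ cells (SD 0.0181) and 0.00996 in Fe− cells (SD 0.0329). The score was positive in 57.5% of Fe− cells (95% interval 56.5 to 58.5) and in 2.80% of Fe+ cells (2.51 to 3.12). A score above 0.05 was found in 11.8% of Fe− cells and 0.0346% of Fe+ cells. The difference between the means, 0.0475, was 0.0210 in experiment 1, with an SD of 0.0187. Per gene, 70 of 108 list genes were higher in Fe−, with a median log2 ratio of 0.71.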

In agreement, a subset of Fe− cells displayed a significant module score for N deficiency genes, as expected due to the rearrangement of the photosynthetic apparatus in response to Fe deficiency (Moseley et al., 2002). 

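For the N sufficiency list, the mean score was -0.0211 in N− R1 and -0.0298 in N− R2. This was a difference of -0.171 from Fe+ cells, with an SD of 0.00616 between the duplicates. The N deficiency list had a mean score of 0.0618 in N− R1 and 0.0655 in N− R2, a difference of 0.101 from Fe+ cells with an SD of 0.00260. Scores on the N deficiency list were positive in 96.8% of N− R1 and 95.1% of N− R2 cells. Thinning every cell to 500 UMIs brought these differences to -0.110 and 0.0732. Per gene, the median log2 ratio of the N deficiency list over Fe+ was 2.29 and 2.52, above the shift of all genes in either duplicate. For the N sufficiency list it was -0.10 and -0.16, below that shift. Random lists of like expression had medians between 0.49 and 1.34 beside the first of these 4 values and between 0.59 and 1.44 beside the third.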

Notably, N− cells were characterized by a very low module score for N sufficiency marker genes and a high module score for N deficiency genes, thus validating their clustering into a group separate from those of Fe-replete and Fe-limited cells (Figure 2, B and C).

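In experiment 2, the mean iron deficiency score was -0.0888 in Fe+ (SD 0.0531 across cells), 0.0754 in Fe− (SD 0.0799), -0.0851 in N− R1 and -0.0906 in N− R2. It was positive in 84.2% of Fe− cells (95% interval 83.4 to 84.9) and 6.96% of Fe+ cells (6.50 to 7.44). In N− R1 and N− R2 it was positive in 5.45% and 5.77%. The difference of N− from Fe+ was 0.000926, smaller than the SD of the N− duplicates, 0.00389. Thinning to 500 UMIs made it 0.00892. The median log2 ratio of the list over Fe+ was 1.46 in Fe− and, in N− R1 and N− R2, 0.54 and 0.68, below the shift of all genes.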

The Fe module score was high in Fe− cells, further confirming the UMAP clustering results (Figure 2D). As Fe− and N− cells would be predicted to stop dividing rapidly to maintain their nutritional quotas (Street and Paytan, 2005), we calculated a module score for genes specifically involved in cell division (minichromosome maintenance complex, DNA replication, and structural maintenance of chromosome-encoding genes). 

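All 100 genes of the cell division list are in the matrices. The mean score was below 0 in each library of experiment 2: -0.0194 in Fe+ (SD 0.0177 across cells), -0.00307 in Fe− (SD 0.0249), -0.00219 in N− R1 and -0.00410 in N− R2. Scores above 0.05 were found in 0.805% of Fe+ cells (95% interval 0.650 to 0.985) and 3.79% of Fe− cells (3.41 to 4.20). In N− R1 they were found in 4.17% (3.51 to 4.90) and in N− R2 in 4.65% (3.78 to 5.65). Free RNA of dividing cells stays open as a part of these scores.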

Overall, few cells showed a cell division signature, but they largely belonged to the Fe− and N− clusters (Figure 2D). We also observed a subgroup of Fe− cells with a strong cell division module score. We hypothesized that these highlighted cells were arrested prior to entry into cell division proper due to Fe or N deficiency. To test this hypothesis, we calculated the percentage of cells with a positive cell division module score for each sample: 30–40% of Fe− and N^−^ cells fulfilled this criterion, consistent with cell cycle arrest to prevent dilution of nutrients by division (Figure 2F). By contrast, only approximately 7% of Fe+ cells had a high cell division module score, as expected for an even distribution of cells along the various stages of the cell cycle. These results are consistent with a cell cycle block in nutrient-limited cells before cell division, as observed previously in Chlamydomonas cultures treated with cycloheximide (Howell et al., 1975).

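A positive cell division score was found in 3418 of 9291 Fe− cells (36.8%, 95% interval 35.8 to 37.8). In N− R1 it was found in 1429 cells (42.8%, 41.1 to 44.5) and in N− R2 in 844 (40.9%, 38.8 to 43.0). Counting scores above 0.05 in place of those above 0 moved these shares most, as given above for that threshold. After thinning to 1000 UMIs, the shares were 31.7% in Fe−, 35.2% in N− R1 and 35.1% in N− R2. At 500 UMIs they were 26.0%, 37.1% and 34.4%. In experiment 1, the share was 32.2% in Fe− and 27.8% in Fe+ cells. There the order changed after thinning to 1000 UMIs, with 36.2% in Fe− and 38.9% in Fe+.

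**Figure D3:**
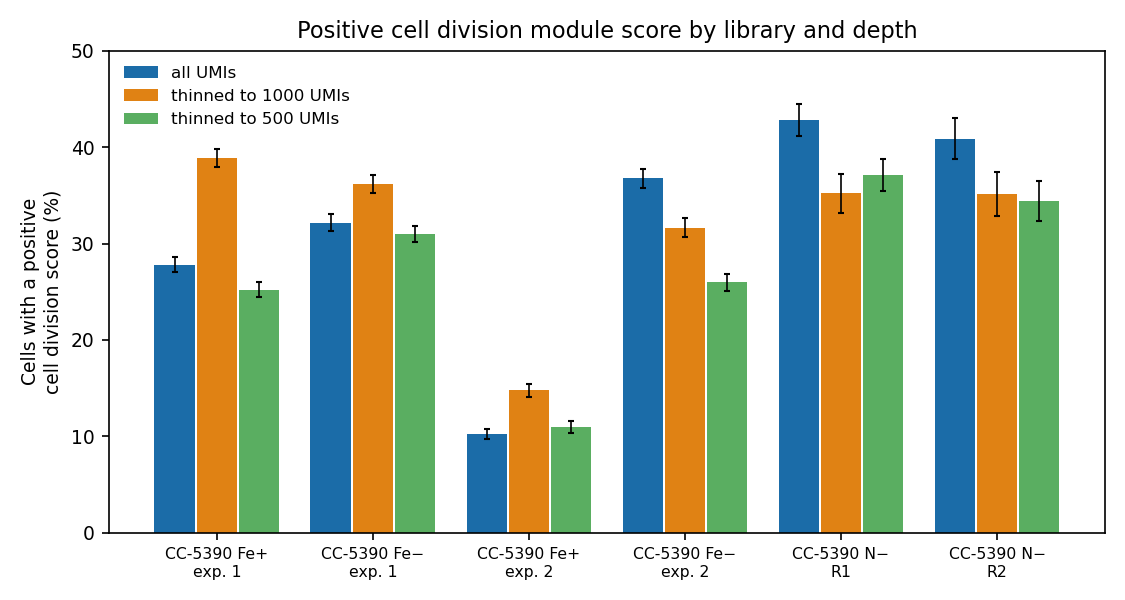
Percentage of cells with a positive cell division module score (y axis) for 6 CC-5390 libraries, from all UMIs of a cell and from cells thinned to 1000 or 500 UMIs. Error bars are Clopper-Pearson 95% intervals, and the Fe− and N− bars of experiment 2 lie between 26.0% and 42.8%.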

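In the Fe+ library of experiment 2, 1183 of 11558 cells had a positive cell division score (10.2%, 95% interval 9.69 to 10.8). The share was 14.8% after thinning to 1000 UMIs and 11.0% at 500 UMIs. Another draw of control genes gave 9.61%. The gap between Fe− and Fe+ at 500 UMIs was 15.0 percentage points in experiment 2 and 5.76 in experiment 1. The experiments were scored separately, each with its own control genes, so a positive score need not mean the same in both.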

Because of the high abundance of the photosynthetic apparatus, with a stoichiometry of 1 × 10^6^ molecules per cell, photosynthetic proteins constitute a high draw on the amino acid pool and on the Fe pool because of their high Fe content. Therefore, Fe and N deficiency are expected to have a strong negative effect on the biosynthesis of the photosynthetic apparatus, and especially in the case of N deficiency, the translation apparatus. We therefore calculated module scores for genes of the photosynthesis apparatus, as well as for ribosomal protein genes (*RPG*s). 

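For the 36 mitochondrial ribosomal protein genes, the mean score was -0.00174 in Fe+, 0.000922 in Fe−, 0.000157 in N− R1 and -0.00324 in N− R2. The differences from Fe+ were 0.00267 for Fe− and 0.000203 for N−, the latter below the SD of 0.00240 between duplicates. In experiment 1 the difference of Fe− had the other sign, -0.0231, so the SD between experiments was 0.0182. Per gene, 33 of 35 were lower in Fe− in experiment 1, with a median log2 ratio of -0.72, and 15 of 35 in experiment 2, with 0.18. The sign for N− changed after thinning to 1000 UMIs (-0.000293) and with another draw of control genes (-0.000126). For the 41 chloroplast RPGs, the mean score was -0.147 in Fe+ (SD 0.222 across cells), -0.551 in Fe− (SD 0.157), -0.592 in N− R1 and -0.572 in N− R2. The difference of Fe− from Fe+ was -0.404 in experiment 2 and -0.609 in experiment 1, and that of N− was -0.435 with an SD of 0.0142. Thinning to 500 UMIs made the first and the last of these -0.175 each. Per gene, 40 of the 41 were lower than in Fe+ in the Fe− library and in each N− library, with median log2 ratios of -1.99, -2.13 and -1.87.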

While mitochondrial *RPG*s showed a constant module score across all conditions (Supplemental Figure 2A), chloroplast *RPG*s were associated with a substantially reduced module score under Fe or N deficiency (Figure 2G). These results are consistent with the cellular response to each nutritional deficit: Fe deficiency will limit chloroplast development, while N deficiency will cause a global reallocation of N resources away from N-rich proteins such as ribosomes (Siersma and Chiang, 1971; Martin et al., 1976) or photosynthetic proteins (Plumley and Schmidt, 1989). This latter hypothesis was also reflected in the module score for cytosolic *RPG*s, which was much lower in N− cells relative to N+ cells (Figure 2H). 

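The 76 genes of cytosolic ribosomal proteins had a mean score of 3.24 in Fe+ (SD 0.167 across cells), 3.30 in Fe− (SD 0.272), 2.94 in N− R1 and 2.57 in N− R2. The difference of N− from Fe+ was -0.486, larger than the SD between the duplicates, 0.267. Per gene, 65 of the 76 were lower than in Fe+ in N− R1 and 69 in N− R2, with median log2 ratios of -0.38 and -0.62. These medians lie within the range of random lists of like expression, -0.59 to -0.13 and -0.80 to -0.17. The bins from which random genes were drawn also hold the list's own genes. This range therefore cannot show whether the decrease is special to the list. The score of Fe− cells exceeded that of Fe+ cells by 0.0535 in experiment 2 and by 0.562 in experiment 1.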

Finally, the module score for photosynthetic genes recapitulated nicely the known physiological state of each group of cells, with Fe+ cells showing a high photosynthesis module score that decreased in Fe− cells (Figure 2I). 

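All 83 photosynthesis genes are in the matrices. Their mean score in experiment 2 was 1.07 in Fe+ cells (SD 0.178 across cells) and 0.431 in Fe− cells (SD 0.247), a difference of -0.638. In experiment 1 the difference was -0.662, and the SD of both was 0.0165. Thinning to 500 UMIs made that of experiment 2 -0.557. Per gene, 74 of the 83 were lower in Fe−, with a median log2 ratio of -1.39.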

N− cells experienced an even stronger repression of the photosynthetic apparatus, with a mean module score close to 0 (Figure 2I). These results independently confirmed the module scores calculated for N sufficiency and deficiency, as several genes encoding photosynthetic components (e.g. LIGHT-HARVESTING COMPLEX proteins 7 LHCAs and 4 LHCBs) are included in the N sufficiency list (Peltier and Schmidt, 1991; Moseley et al., 2002).

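The photosynthesis score was -0.0484 in N− R1 (SD 0.0931 across cells) and -0.0621 in N− R2 (SD 0.116). The difference from Fe+ was -1.12, with an SD of 0.00967 between the duplicates. After thinning to 500 UMIs it was -0.851. The median log2 ratio over Fe+ was -2.99 in N− R1, where 65 of the 83 genes were lower, and -2.16 in N− R2, where 63 were lower.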

N deficiency is a routinely employed growth condition to induce the production of storage lipids from the remodeling of membrane lipids in Chlamydomonas. When we looked for genes involved in lipid biosynthesis, we detected no changes, as determined by a module score for lipid biosynthetic genes (Supplemental Figure 2B), as expected. However, our cultures experienced clear signs of N deficiency, as evidenced by severe chlorosis, suggesting that the increased expression of genes involved in triacylglyceride biosynthesis may be more delayed relative to N sparing mechanisms. To test this hypothesis, we looked at *PDAT1* (Cre02.g106400), *DGAT1* (Cre01.g045903), and *DGTT1* (Cre12.g557750): only *DGTT1* demonstrated a clear increase in expression in N− cells, while *PDAT1* and *DGAT1* did not (Supplemental Figure 2C). 

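Of the 68 genes of the lipid list, 58 are in the matrices. The mean score was -0.00640 in Fe+ (SD 0.0670 across cells), -0.0117 in Fe−, -0.0114 in N− R1 and -0.0188 in N− R2. The difference of N− from Fe+ was -0.00871, with an SD of 0.00520 between the duplicates. It became 0.0130 after thinning to 1000 UMIs and 0.0315 at 500 UMIs, so its sign depends on depth. The sign for Fe− changed as well, from -0.00529 to 0.00287 and 0.0143. For Fe− in experiment 1 the difference was -0.0729, so the SD of both experiments was 0.0478. The median log2 ratio of Fe− over Fe+ was -0.52 there, below the range of random lists, -0.39 to 0.16, and 0.19 in experiment 2, within theirs. Per gene, 34 of 57 list genes were higher than in Fe+ in either N− library, with median log2 ratios of 0.90 and 1.14, near the shift of all genes.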

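DGTT1 (Cre12.g557750) lies on chromosome 12 from 7279129 to 7283104 and had 0.558 CPM in Fe+ (95% interval 0.346 to 0.853), 122 in N− R1 (114 to 129.9) and 139 in N− R2 (132 to 147). It was also higher in Fe−, with 14.6 CPM (13.5 to 15.6). DGAT1 (Cre01.g045903; chromosome 1, 6458437 to 6464582) had 2.05 CPM in Fe+ (1.62 to 2.56), 4.09 in N− R1 (2.78 to 5.81) and 4.25 in N− R2 (3.02 to 5.81). PDAT1 (Cre02.g106400; chromosome 2, 5259664 to 5266159) had 4.09 CPM in Fe+ (3.47 to 4.79), 5.28 in N− R1 (3.77 to 7.19) and 7.85 in N− R2 (6.14 to 9.88). The increases of DGAT1 and PDAT1 are to be read against the shift of all genes in these libraries. In N− R1, 31 UMIs of DGAT1 and 40 of PDAT1 were counted, so smaller changes were not detectable at this depth. UMIs of DGTT1 were found in 19.0% of N− R1 cells, 32.8% of N− R2 cells and 0.182% of Fe+ cells, at median depths of 1388, 2578 and 2197 UMIs. After thinning to 1000 UMIs, these shares were 9.50%, 9.77% and 0.0625%, and free RNA stays open as a part of them. Between Fe− and Fe+ over both experiments, the edgeR log2 fold change was 4.60 for DGTT1 (standard error 0.96, adjusted p = 0.214), 1.27 for DGAT1 (0.53, adjusted p = 0.384) and -0.0065 for PDAT1 (0.54, adjusted p = 0.999). The sign for PDAT1 changed with RLE size factors and in DESeq2, to 0.047 and 0.032, and without the Fe+ library of experiment 1 (0.17) or the Fe− library of experiment 2 (0.33). With the experiment as a block, DGTT1 passed at an adjusted p of 4.53e-05, and its range over all fits was 2.87e-05 to 0.456. It also passed without the Fe− library of experiment 1 (0.00942), its Fe+ library (0.0418) or the Fe+ library of experiment 2 (0.000378).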

*DGTT1* was also more highly expressed than either gene in bulk RNA-seq experiments (Schmollinger et al., 2014), possibly hinting at the detection limit of scRNA-seq. We previously observed a 65% reduction in chlorophyll levels per cell within 24 h of transfer to N deficiency, concomitantly with a 50% decrease in total protein levels (Schmollinger et al., 2014). The same drop in chlorophyll levels was also reported in cultures grown in constant light and maintained for months in low N conditions (Plumley and Schmidt, 1989). Notably, cultures subjected to long-term low N fail to exhibit gametic activity (Plumley and Schmidt, 1989), although N deficiency is well-known to induce the gametic program (Martin and Goodenough, 1975). We therefore turned to a list of genes previously shown to be highly and specifically expressed in each gametic type (from *mt*^−^ and *mt*^+^ cells) (Lopez et al., 2015) and calculated the associated module score. As shown in Supplemental Figure 2, D and E, N-deficient cells showed a specific enrichment in *mt*^+-^specific genes, but not *mt*^−^-specific genes, relative to Fe-deficient cells and their sufficient control. This observation was in agreement with the genotype of the strain used here: CC-5390, which is of mating type *mt*^+^ (Strenkert et al., 2019). We also noted that the gametic module scores were fairly weak in terms of the magnitude of upregulation, but this may reflect the long 24-h N deficiency treatment used in this work. Indeed, the gametic transcriptional program is activated within 2–3 h of transfer into N depletion, and time points beyond 5–8 h are considered late-stage (Abe et al., 2004; Lopez et al., 2015). Notably, many of the gamete-specific genes identified by Lopez et al. showed no clear and/or sustained induction during N deficiency in either mating type over a 48-h time course in N deficiency conditions (Schmollinger et al., 2014), possibly contributing to the observed low module score. We did not test our N-deficient cultures for mating efficiency.

Together, these results demonstrate that scRNA-seq can sort individual cells according to their transcriptional profile in response to multiple stresses and that Fe− and N− cells are arrested before the completion of cell division, likely so as not to dilute their limiting resources and/or because they do not have the necessary resources to multiply.

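The gene lists were also compared gene by gene, with all cells of a library summed. The cell division list had a median log2 ratio over Fe+ of 0.82 in Fe−, with 81 of 97 genes higher. In N− R1 it was 1.58, with 70 of 85 genes higher, and in N− R2 1.69, with 78 of 88 genes higher. Random lists of like expression had medians between -0.27 and 0.27 for Fe−, 0.13 and 1.07 for N− R1, and 0.48 and 1.34 for N− R2. From the separate groups of Fe+, Fe− and N− cells and their module scores, the paper concludes that scRNA-seq can sort single cells by their response to several stresses. It also concludes that Fe− and N− cells are arrested before the end of cell division, and proposes that they do so to avoid dilution of limiting resources or for lack of resources.

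**Figure D4:**
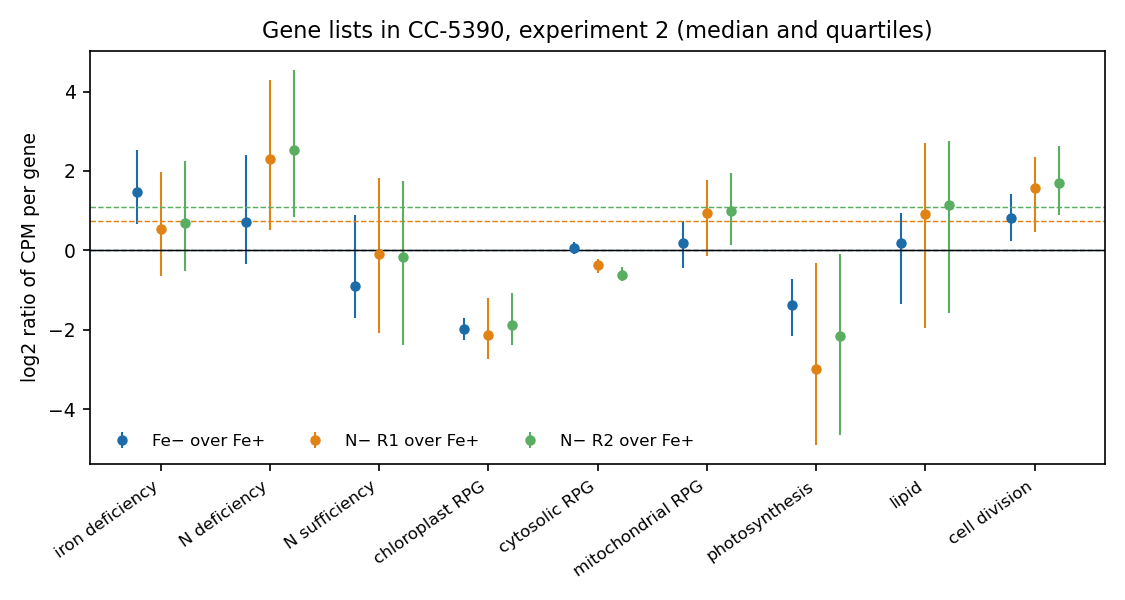
Median (points) and quartiles (lines) of the log2 ratio of CPM per gene over the Fe+ library of experiment 2, for 9 gene lists in Fe−, N− R1 and N− R2. Dashed lines mark the median of all genes, 0.02, 0.73 and 1.08, and the photosynthesis and chloroplast RPG lists lie below 0 in all 3 libraries.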

### Diel rhythmic oscillations explain much of the heterogeneity of batch-cultured cells

One of the primary advantages of scRNA-seq is that it can reveal the heterogeneity between cells, while bulk RNA-seq only captures the average expression across all cells. In both experiments, we observed clear heterogeneity in both Fe^+^ and Fe− cells, as they occupied a rather large territory in both t-SNE and UMAP low-dimension projections. To explore the source of this heterogeneity in more detail, we applied the dimensionality reduction step only to the Fe+ cells, which were easily identifiable (Figure 1C). 

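The Fe+ cells of experiment 1 were clustered with Seurat on 20 principal components at a resolution of 0.5, which gave 9 clusters. A resolution of 0.8 moved this number most, to 13, and 0.3 gave 7. With 10 principal components there were 10 clusters, with 30 there were 9, and after thinning to 1000 UMIs there were 8. Between-cluster differences took 42.4% of the variance of the cell division score, or 22.3% when the score was computed after thinning. For the iron deficiency score, these shares were 41.9% and 38.1%, so the clusters also differ in this score. Cluster 7 held 588 cells (4.98%) with a median of 3917.5 UMIs. It held 72.0% of the Fe+ cells with a cell division score above 0.05, and 62.9% of its own cells scored above 0.05. Median depth ranged from 1097.5 UMIs in cluster 6 to 4038 in cluster 4, so clusters also differ in depth.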

We then ran unsupervised clustering on the Fe+ cells from the first experiment using a K nearest neighbor algorithm, which identified 15 clusters (Figure 3A). Notably, many clusters organized around a closed circle on the UMAP, a pattern that was also present in the t-SNE plot, although not as pronounced (Supplemental Figure 3, A and B). UMAP was previously shown to provide meaningful organization of cell clusters, to preserve the global structure of the data and the continuity of the cell clusters, as might be expected of a developmental gradient across progenitors and terminally differentiated cells (McInnes et al., 2018; Heiser and Lau, 2020). Since our cultures are unlikely to differentiate, we hypothesized that the cells might have organized around the circle in a temporal fashion. We observed a similar circle in the second experiment (Figure 2A) and noted that a fraction of cells appeared to be primed for cell division based on the cell division module score (Figure 2, E and F). We also obtained 11 clusters with Fe-deficient cells that organized into a comparable circle (Figure 3B;  Supplemental Figure 3B), suggesting that such clustering may reflect a common behavior of Chlamydomonas cultures.

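The same clustering of the Fe− cells of experiment 1 gave 10 clusters. A resolution of 0.8 gave 17, and the other alternatives gave 7 to 12. The clusters took 53.7% of the variance of the cell division score, or 39.6% after thinning. Of the variance of the iron deficiency score they took 43.1%, or 39.6% after thinning. Cluster 7, with 778 cells, held 59.3% of the Fe− cells with a score above 0.05, and cluster 8, with 533 cells, held 24.3%. Median depth ranged from 597 UMIs in cluster 4 to 5863 in cluster 0.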

**Figure 3.**
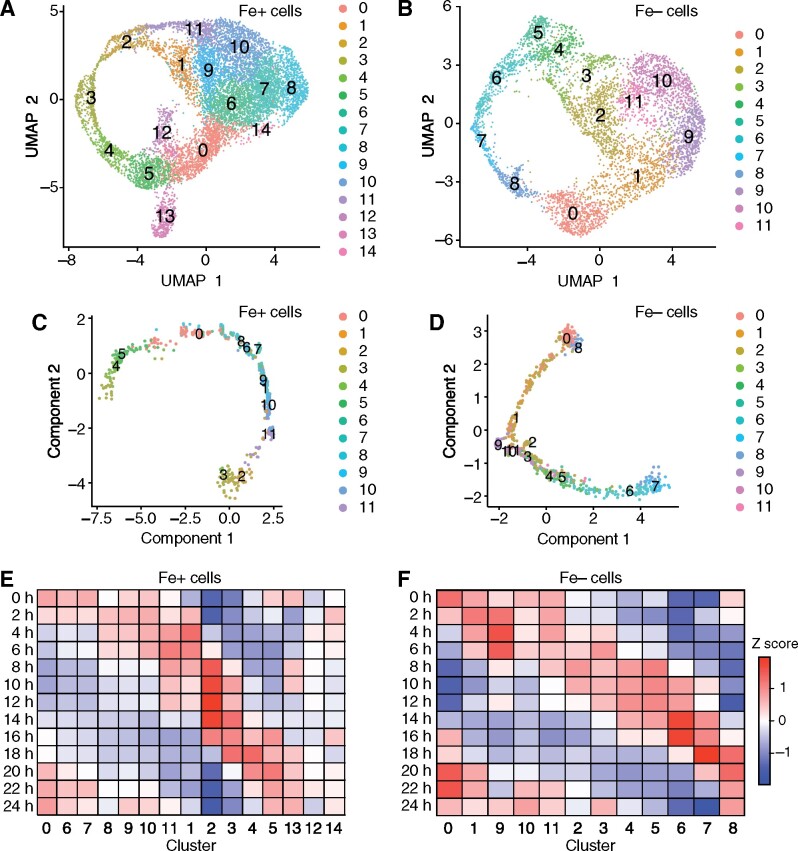
The endogenous diurnal phase of individual cells explains the heterogeneity of batch cell cultures. (A) UMAP plot for the 9,517 sequenced cells grown in Fe+ conditions from Experiment 1. The cells were separated into clusters by Seurat (Stuart et al., 2019) and are indicated by the color gradient, with the color key on the right side of the plot. (B) Same as (A), but with 9,748 sequenced cells grown in Fe− conditions from Experiment 1. (C, D), Trajectory plot of Fe+ (C) and Fe− (D) cells from Experiment 1, colored according to their constituent clusters, as determined by Monocle. (E, F), Heatmap representation of the average diurnal module scores associated with all clusters identified for Fe+ (E) and Fe− (F) cultures. We calculated a diurnal module score for each cluster in 1-h phase bins based on diurnal phase data reported by Zones et al. (2015) of high-confidence rhythmic genes, defined as the overlap of rhythmic genes from two recent studies (Zones et al., 2015; Strenkert et al., 2019).

To determine whether the observed clusters might correlate with the endogenous diurnal phase of each cell, we first turned to a trajectory analysis with the R package Monocle (Trapnell et al., 2014). The principle of this analysis relies on the predictability of gene expression changes in cells undergoing a transition from state A to state B. Although this analysis is routinely applied to developmental data sets, it should be equally applicable to diurnal and circadian data with predictable gene expression changes over the diurnal or circadian cycle. Monocle identified a single trajectory for both Fe-sufficient and Fe-deficient cells (Figure 3, C and D; Supplemental Figure 4, A–D) and allowed a clear ordering of clusters. Satisfyingly, clusters #1 and #6–11 grouped closely together in the trajectory obtained for Fe+ cells, although these clusters covered a large area of the UMAP plot, suggesting a shared expression signature. Likewise, clusters #1–3 and #9–11 concentrated in the same portion of the trajectory deduced by Monocle. The identification of a single trajectory devoid of any side branches also suggests that Chlamydomonas cultures occupy a continuum of possible states along a single variable, in this case: Time.

We next used the diurnal phases reported for Chlamydomonas cultures from two recent diurnal time-courses (Zones et al., 2015; Strenkert et al., 2019). We calculated a module score for rhythmic genes in 1-h time bins every other h, from 0 h to 24 h, for all clusters. The module scores were converted to a heatmap for ease of comparison and ordered according to the order deduced from the Monocle trajectory. As shown in Figure 3E, the resulting phase module scores followed a clear pattern that ordered the clusters along the diurnal cycle, with cluster #0 exhibiting a phase close to dawn and clusters #2 and #3 showing a phase close to dusk. 

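The diurnal list was used for its phases of 0 h and 2 h only, with 355 and 705 genes, all in the matrices. The score for 0 h was highest in cluster 0 of the Fe+ cells, at -0.0104 (SD 0.0133 across cells), with cluster 1 nearly equal at -0.0105 (SD 0.0142). It was lowest in cluster 7, at -0.0266 (SD 0.0135). With scores from cells thinned to 1000 UMIs, it was lowest in cluster 5, at -0.0171, and cluster 7 had -0.0152. For 2 h, it was highest in cluster 2, at 0.0848 (SD 0.0193), and lowest in cluster 7, at 0.0370 (SD 0.0277). Cluster numbers are those of the 9 clusters found here. Between-cluster differences took 13.4% of the variance of the 0 h score and 40.4% of that of the 2 h score. After thinning to 1000 UMIs, these shares were 7.73% and 26.5%. The phases from 4 h on were not analysed here.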

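Among the 10 clusters of Fe− cells, the score for 0 h was highest in cluster 6, at -0.0116 (SD 0.0140 across cells), and lowest in cluster 8, at -0.0336 (SD 0.0124). With scores from cells thinned to 1000 UMIs, cluster 3 was highest, at -0.0102, and cluster 6 had -0.0108. The score for 2 h was highest in cluster 2, at 0.0268 (SD 0.0242), and lowest in cluster 8, at -0.0138 (SD 0.0167). Clusters took 12.5% of the variance of the 0 h score and 29.8% of that of the 2 h score, or 5.95% and 25.2% after thinning to 1000 UMIs.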

Fe-deficient cells broadly followed a similar pattern (Figure 3F). We also plotted representative module scores in UMAP plots (Figure 4, A and B). Most cells occupied time bins between 4 h and 8 h after lights on. Smaller cell populations had time signatures closer to 14 h after dawn (largely overlapping with cluster #2), 18 h (corresponding to clusters #3 and #4), and 20 h (matching clusters #5 and #0). As expected for cells progressing through a ∼24-h rhythm, module scores for the phase bins at 0 and 24 h were very similar in our analysis (Figure 4A).

**Figure 4.**
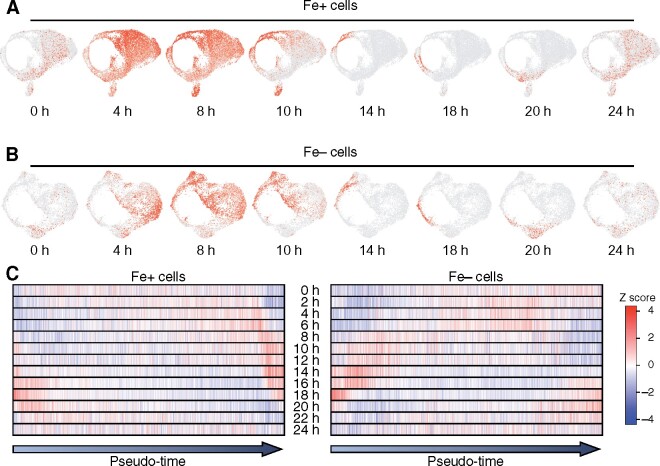
Pseudo-time construction aligns Fe+ cells along the diurnal cycle. (A) UMAP plots of representative diurnal module scores for Fe+ cells from the first experiment. (B) UMAP plots of representative diurnal module scores for Fe− cells from the first experiment. (C) Heatmap representation of the diurnal module score in individual cells, ordered by their pseudo-time, as determined by Monocle. Each vertical bar corresponds to one individual cell.

Plotting phase module scores in UMAP plots also provided an opportunity to compare the phase distribution of Fe+ and Fe− cells. Indeed, even though we collected cells at a single time point, phase module scores reveal the endogenous phase of each cell, as a molecular timetable analysis would (Ueda et al., 2004). When we plotted diurnal module scores in UMAP plots for Fe− cells, we observed a similar pattern as that seen with Fe+ cells (Figure 4B). However, we discovered through a careful inspection of the UMAP plots that Fe− cells appeared to display a later diurnal phase relative to Fe+ cells, with more Fe− cells represented in the 8-h phase module plots, while Fe+ cells were more numerous in the 4-h and 8-h modules (Figure 4, A and B). We interpret these results as suggestive of a delay in the circadian clock of the alga, reminiscent of the period lengthening effects observed under poor Fe nutrition in Arabidopsis (Chen et al., 2013; Hong et al., 2013; Salomé et al., 2013).

### Pseudo-time construction reveals the phase ordering of batch cultures

Until this point, we have considered one cell cluster as a unit and projected the diurnal module scores onto the clusters (Figure 3). To better characterize the rhythmic status of single cells, we ordered all cells on the basis of their individual trajectory time (also called pseudo-time), as determined by Monocle and illustrated in Supplemental Figure 4E. We ordered the cells into a continuous trajectory and assigned a pseudo-time to each cell. Next, we ordered cells by their pseudo-time and plotted their associated diurnal module scores (Figure 4C). The pseudo-time trajectory started with cells from clusters #4 to #5 for Fe+ cells, with a strong 18-h signature, that is shortly after cell division has occurred (Supplemental Figure 5, A and B). As pseudo-time increased, the trajectory progressed from cluster #0 through all other clusters in a counterclockwise fashion, to end with clusters #2 and #3, with a strong time signature around 14 h that corresponds to cell division (Supplemental Figure 5B). Pseudo-time analysis placed cell division in Fe-deficient cells around pseudo-time 3, consistent with a delay in cell division relative to Fe-replete cells. The remaining population of Fe− cells did not exhibit a high cell division module score along the pseudo-time trajectory. We interpret this result as another indication that Fe-deficient cells stop dividing to hold on to their remaining iron stores and not fall below a minimum iron quota (Supplemental Figure 5, C and D).

That pseudo-time analysis tracked the diurnal phase bins underscores the essential contribution of rhythmic gene expression to the heterogeneity of Chlamydomonas cells in batch cultures.

### Effects of the cell wall on RNA extractability and quality for scRNA-seq

Protocols for the extraction of high-quality total RNA from Chlamydomonas cultures have been optimized to quickly inactivate ribonucleases that might be released from other cellular compartments during the thawing of a frozen cell pellet. For example, our routine RNA extraction protocol relies on the resuspension of the cell pellet in 2% sodium dodecyl sulfate (SDS) and proteinase K immediately after collection and prior to flash-freezing, conditions that are much harsher than the typical extraction procedures used in the 10X pipeline. Therefore, we first used a *cw* mutant of Chlamydomonas for the previous analyses to facilitate RNA extraction and recovery. However, to apply these methods to natural field conditions or commercial pond situations, it would be useful to understand whether the same methodology might apply to walled cells. As a preliminary test, we incubated Chlamydomonas cells from strains with or without cell wall in the RNA extraction buffer used in the early steps before library construction. We also treated equal numbers of cells with 0.2% NP-40 and 2% SDS as positive controls for cell lysis, as judged by the release of chlorophyll from the cell pellet. As shown in Figure 5A, only the strain CC-5390, which lacks a cell wall, resulted in substantial lysis in the RT kit buffer, while we failed to observe signs of lysis with the other cell wall-containing strains CC-4532, CC4533, and CC-1690.

**Figure 5.**
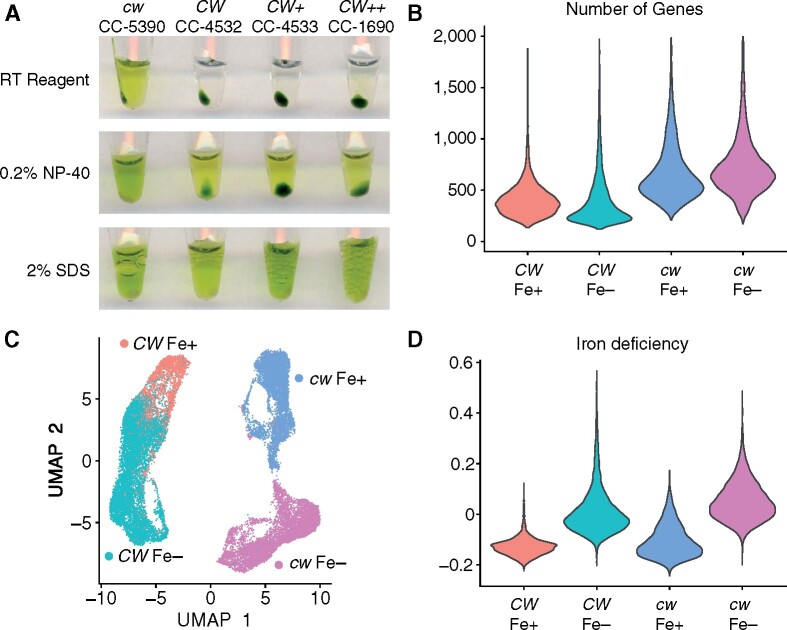
The chlamydomonas cell wall does not block RNA extraction for scRNA-seq analysis. (A) Testing cell lysis with the RNA extraction buffer included in the 10X Chromium pipeline. We grew strains without (CC-5390, *cw*) or with (CC-4532, CC-4533, CC-1690, *CW*) a cell wall for 3 d in TAP medium before taking a 100-µL aliquot. After collection by centrifugation, cells were incubated with RT reagent (10X Genomics), 0.2% NP-40 or 2% SDS and incubated for 15 min before spinning cells again and taking the photograph. Strain CC-1690 has a thicker cell wall than CC-4532, as indicated by “++.” (B) Number of genes from which UMIs were detected in each sample. Strain CC-4532 was grown alongside strain CC-5390 during Experiment 2 and treated in an identical manner. (C) UMAP plot of 24,795 sequenced cells from Experiment 2, using Fe status and the presence of the cell wall as variables. (D) Iron deficiency module score associated with the cells shown in (C). For (B-D) Red: CC-4532 (*CW*) Fe+; teal: CC-4532 (*CW*) Fe−; blue: CC-5390 (*cw*) Fe+; magenta: CC-5390 (*cw*) Fe−.

Nevertheless, we selected strain CC-4532 (*CW*) for scRNA-seq on cells grown under iron-replete (Fe+) or Fe-starved (Fe−) conditions following the same methodology as for CC-5390. 

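Strain CC-4532, which has a cell wall, gave 1 Fe+ and 1 Fe− library in experiment 2, grown beside CC-5390 and counted by the authors in the same way. The Fe+ library held 18265469 UMIs, with a median of 5473 per cell. For Fe− the total was 33043043, with a median of 2906. All deposited cells were used. The paper's filter on cells removes 19 Fe+ and 5 Fe− cells. Depth per cell thus differed between the conditions and in the opposite direction to CC-5390. Each condition has 1 library, so no test was run between the conditions of CC-4532 or between the strains.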

We processed both samples for GEMs production and library preparation. 

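The deposited matrices of CC-4532 held 3075 Fe+ and 10054 Fe− cells. Mean UMIs per cell were 5939.99 in Fe+ and 3287 in Fe−. At least 1 UMI was counted for 15476 genes in the Fe+ library and for 16093 in the Fe− library.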

We successfully recovered RNA suitable for sequencing from these samples corresponding to 2,814 Fe+ cells and 9,289 Fe− cells. 

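In experiment 2, a UMI was counted for 16599 genes in the Fe+ library of CC-5390 and for 16781 in its Fe− library. Fe+ cells of CC-4532 had a mean of 554 genes per cell (SD 238 across cells), and those of CC-5390 had 533 (SD 284). For Fe− cells the means were 483 (SD 329) and 769 (SD 421). The ratio of CC-4532 to CC-5390 was 1.04 in Fe+ and 0.628 in Fe−. After thinning to 1000 UMIs, the means in Fe+ were 214 in CC-4532 and 285 in CC-5390, and the ratio fell below 1, to 0.753. At 500 UMIs it was 0.789. In Fe− the thinned means were 233 and 273, a ratio of 0.854, and the ratio was 0.859 at 500 UMIs. Thinning to 1000 UMIs left out 59 Fe+ and 385 Fe− cells of CC-4532.

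**Figure D5:**
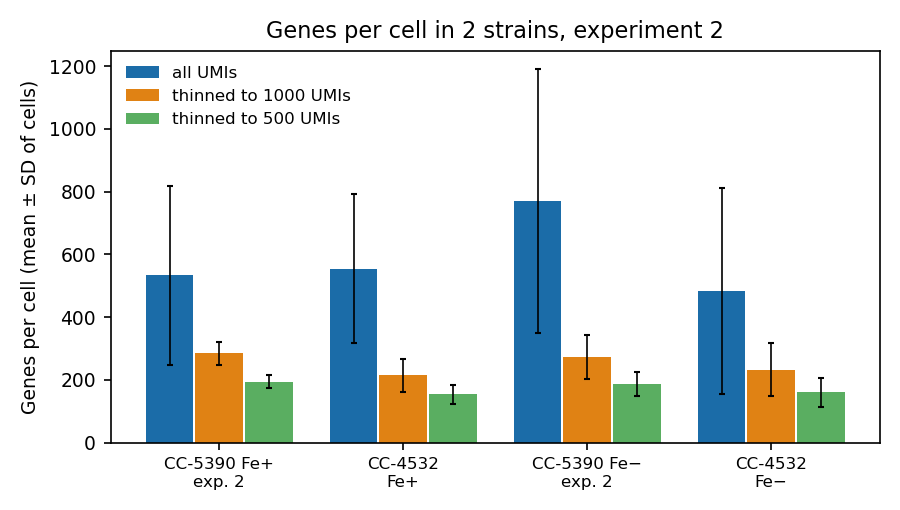
Genes detected per cell in the Fe+ and Fe− libraries of CC-4532 and CC-5390 in experiment 2, from all UMIs and after thinning. In Fe+ cells the mean is 554 in CC-4532 and 533 in CC-5390 with all UMIs, and 214 and 285 at 1000 UMIs.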

When compared to CC-5390 (*cw*) strain grown under the same conditions, we collected data from fewer genes, reflecting some differences in RNA extractability or UMI formation in strains without (*cw*) or with (*CW*) a cell wall (Figure 5B).

To determine whether scRNA-seq captured the Fe nutritional status of strain CC-4532, we performed UMAP dimensionality reduction on CC-5390 (*cw*) and CC4532 (*CW*) samples grown side by side and treated in an identical manner as part of the second experiment. 

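Nearest neighbours were found over the 4 libraries of both strains, 33978 cells. Of the neighbours of CC-5390 Fe− cells, 0.124% and 0.0285% were CC-4532 Fe− and Fe+ cells. For CC-5390 Fe+ cells these shares were 0.00606% and 0.00779%. Per gene, CC-4532 Fe+ was compared with CC-5390 Fe+ for 4884 genes with at least 200 UMIs in the higher library and 4 in the lower. Cre08.g373372 (chromosome 8, 3074369 to 3076665) had the largest ratio, 62.1 (95% interval 37.2 to 112). Cre01.g045200 (chromosome 1, 6335453 to 6338184) followed with 32.8, Cre03.g198851 (chromosome 3, 8346139 to 8349786) with 20.3, Cre14.g617450 (chromosome 14, 1398588 to 1400061) with 19.6 and Cre12.g541400 (chromosome 12, 9255853 to 9260458) with 18.6. Cre01.g013450 (chromosome 1, 2417017 to 2419927) was 469.6-fold lower in CC-4532 (201 to 1447). Cre01.g025650 (chromosome 1, 3930622 to 3932963) was 152-fold lower, PTA3 (Cre16.g686750; chromosome 16, 4744739 to 4750135) 119-fold and Cre15.g638400 (chromosome 15, 1068016 to 1071519) 117-fold. FRE1, with 4 UMIs in CC-4532 Fe+, was 113-fold lower (43.8 to 414). A strain variant that changes the mapping of reads was not tested for these genes.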

First, we noticed that the two strains clustered separately from each other, indicating strong transcriptomic differences correlated with the absence of the cell wall, strain-specific differences (Gallaher et al., 2015) or both (Figure 5C). Both strains formed distinct clusters corresponding to Fe+ and Fe− cells, demonstrating the applicability of scRNA-seq analysis to cell wall-containing algal strains, even without resorting to mechanical or enzymatic digestion. 

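Pooled over both strains, 96.9% of neighbours came from the same library, and thinning to 1000 UMIs moved this most, to 94.7%. The share was 95.6% for CC-4532 Fe− cells, which make up 29.6% of the cells. The largest increases in CC-4532 Fe− over Fe+, among 4368 genes, were 628-fold for FRE1 (95% interval 245 to 2307) and 148-fold for MSD3 (95.5 to 242). They were followed by Cre07.g336800 (chromosome 7, 3611516 to 3613640) with 67.1-fold, Cre05.g241400 (chromosome 5, 3450044 to 3458819) with 60.8-fold and Cre05.g248300 (chromosome 5, 778191 to 789052) with 54.4-fold, and all 5 are on the iron deficiency list. Of these genes, which had at least 200 UMIs in the higher library and 4 in the lower, the largest decreases were 18.9-fold for LHCA6, 15.8-fold for NAB1 (Cre06.g268600; chromosome 6, 2438365 to 2442450) and 15.2-fold for LHCA4. LHCA3 (Cre11.g467573; chromosome 11, 348422 to 351813) was 14.4-fold and LHCA1 (Cre06.g283050; chromosome 6, 5311786 to 5314703) 14.1-fold lower. Genes with fewer UMIs in the lower library are not in this order, as Cre04.g223100, which had 0 UMIs in Fe− and 242 in Fe+ and was at least 146-fold lower. The median of all genes between these libraries was 0.40 on the log2 scale. From the distinct clusters of Fe+ and Fe− cells in both strains, the paper concludes that scRNA-seq can be applied to strains with a cell wall without digesting it.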

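Of the neighbours of CC-4532 Fe+ cells, 83.4% were CC-4532 Fe+ cells, which make up 9.05% of the cells, and 15.8% were CC-4532 Fe− cells. At 1000 UMIs per cell the latter share was 22.6%. Conversely, 4.21% of the neighbours of CC-4532 Fe− cells were CC-4532 Fe+ cells. In CC-5390, 0.467% of the neighbours of Fe− cells were Fe+ cells and 0.491% of those of Fe+ cells were Fe− cells.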

We noticed that the cluster formed by CC-4532 Fe− cells overlapped with that of CC-4532 Fe+ cells (Figure 5C). The Fe module score supported this observation (Figure 5D). 

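Scored together with CC-5390, the mean iron deficiency score was -0.129 in CC-4532 Fe+ (SD 0.0470 across cells) and 0.0261 in CC-4532 Fe− (SD 0.0967), a difference of 0.155. It was -0.109 and 0.0556 in CC-5390, a difference of 0.165. A positive score was found in 51.6% of CC-4532 Fe− cells (95% interval 50.6 to 52.6) and 75.1% of CC-5390 Fe− cells (74.2 to 76.0). In Fe+ the shares were 2.54% and 4.51%. Thinning to 1000 UMIs made the difference in CC-4532 0.0991, and thinning to 500 made it 0.0699. Per gene, 93 of 99 list genes were higher in CC-4532 Fe−, with a median log2 ratio of 2.29, where random lists had a median of 0.96. In CC-5390 of experiment 2, 83 of 98 were higher, with a median of 1.46 beside 0.12. The list's share of UMIs was 6.57 times as large in Fe− as in Fe+ in CC-4532 and 2.41 times in CC-5390, so the strain with the larger change depends on the measure.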

We hypothesize that transferring cells from Fe-replete to Fe-starved conditions for 23 h was sufficient to induce a strong Fe deficiency response in CC-5390, whereas the cell wall–containing strain CC-4532 only partially depleted its Fe stores. Although this hypothesis has never been tested in two isogenic Chlamydomonas strains only differing at the *CW15* locus, empirical phenotyping of strains with and without cell walls under low Fe conditions is consistent with the higher sensitivity of *cw* strains to Fe deficiency (Allen et al., 2007; Gallaher et al., 2015).

## Discussion

We show that scRNA-seq can recapitulate bulk RNA-seq signatures and separate individual cells in nonoverlapping clusters reflective of the growth condition they experienced (here, nutritional deficiency for Fe or N). In addition, we determine that Chlamydomonas cells grown in batch cultures retain substantial rhythmicity even after growing in constant light for weeks, contrary to common belief. This strong rhythmic component can explain much of the heterogeneity exhibited by individual Chlamydomonas cells in their transcriptional profile, as previously noted (Damodaran et al., 2015).

Using Arabidopsis and hairy bittercress (*Cardamine hirsuta*) as model systems, we had previously established that the Arabidopsis circadian clock responded to available Fe supply (Salomé et al., 2013). We and others showed that the circadian period lengthens under conditions of poor Fe nutrition, a phenotype that depended entirely on light-mediated chloroplast development (Chen et al., 2013; Hong et al., 2013; Salomé et al., 2013). One of several outstanding questions concerned the degree of evolutionary conservation of this response: do green single-cell algae such as Chlamydomonas adjust the period or phase of their circadian clock to the Fe status surrounding them? The comparison of diurnal phase module scores between Fe+ and Fe− Chlamydomonas cultures indicates that, in fact, Chlamydomonas cells do appear to adjust their diurnal phase as a function of their Fe status (Figures 3 and 4). In addition, they do so in the same direction as do Arabidopsis and hairy bittercress, with a delay in diurnal phase under poor Fe nutrition conditions. Although our growth conditions did not specifically control for circadian behavior, these results nonetheless tentatively suggest that circadian Fe responses may be conserved between Chlamydomonas and Arabidopsis, opening new avenues for the systematic dissection of the underlying molecular mechanism by looking for conserved genes shared by the alga and the land plant.

Our Chlamydomonas cultures were maintained in a constant light for weeks before sample collection. Yet, they showed a remarkable degree of synchronization that was not entirely expected. However, we independently reached the same conclusion from a deep reanalysis of hundreds of RNA-seq samples collected by our laboratory and the Chlamydomonas community over the past 10 years (Salomé and Merchant, 2021). Notably, one-third of all bulk RNA-seq samples showed the same preferred diurnal phase as the single cell data described here. We hypothesize that Chlamydomonas cells may remain synchronized over such periods of time through two (nonmutually exclusive) hypotheses: (1) growing cells establish a population-wide phase, similar to quorum sensing in bacteria, that would maintain them in a synchronized state to share resources and (2) the manipulation of cells, for example the inoculation of the test cultures, acts as a synchronizing signal that persists for days. This latter possibility would be similar to a nutritional synchronization, such as serum shocks applied to mammalian cell cultures (Balsalobre et al., 1998). Cultures grown in flasks demand serial dilutions to remain in their exponential growth phase, making it difficult to determine the contribution of dilution to synchronization. By contrast, continuous-flow bioreactors allow for absolute control of all parameters during cell culture, including cell density. We therefore envisage that the effect from inoculation as a resetting signal may be testable in bioreactors, whereby Chlamydomonas cells would be entrained by light–dark cycles and then released into constant light, all the while keeping the cell density low and constant. Samples may be collected every 12–24 h and processed for scRNA-seq, and the rhythmic components extracted as we did here, essentially following a molecular timetable approach applied to single cell populations (Ueda et al., 2004).

Our results also have commercial and ecological applications. Indeed, algal cells grown in large cultivation ponds may experience their surrounding environment differently as a function of pond depth, volume, cell density, and turbulence. While bulk RNA-seq may help determine the average molecular and physiological phenotypes of cells collected at various depths and positions within the pond, the inherent variation between cells will be lost. By contrast, scRNA-seq offers a much more detailed picture of all cells within each sample, thus raising sensitivity by several orders of magnitude. Likewise, scRNA-seq applied to environmental samples collected in the wild may make it possible to describe algae in their native environment—what stresses they may experience and their interactions with other organisms with which they share the same ecological niche. Our results demonstrate that although cells lacking sufficient Fe or N stall along the cell cycle (Figure 2), they also express key stress marker genes that are inherently specific for each stress they may encounter. With carefully formulated gene lists and the calculation of the corresponding module scores, scRNA-seq may thus provide a unique opportunity to study Chlamydomonas (and other algae) in the wild.

Chlamydomonas cells, just like yeast cells, can present a significant cell wall that might be considered a physical barrier for RNA extraction from single cells. In yeast, this technical limitation was resolved by adding the cell wall-digesting enzyme zymolyase before (Jackson et al., 2020) or during (Jariani et al., 2020) the reverse transcription step of the same 10X Chromium Single Cell 30 v2 protocol we followed here. However, it should be noted that the authors did not attempt to generate scRNA-seq libraries from walled (undigested) yeast cells. Using chlorophyll release as a proxy for cell lysis, we similarly saw little lysis for the walled strain CC-4532; nevertheless, we detected hundreds of UMIs from this strain, indicating that Chlamydomonas strains of various cell wall thicknesses may be amenable to scRNA-seq. The Chlamydomonas cell wall is composed of a mixture of proteins and glycoproteins arranged in multiple layers, potentially limiting the use of cell wall-digesting enzymes. A classic approach for the removal of the cell wall relies on autolysin, a zinc metalloprotease that is secreted by gametes during the initial stages of the algal sexual cycle. However, treating cells with autolysin may also induce the expression of the gametic program, as shown with the gamete-specific (*GAS*) genes *GAS28*, *GAS29*, and *GAS30*, even with a short incubation time of 30 min (Hoffmann and Beck, 2005). Another potential limitation to the use of autolysin is the difficulty associated with its purification from mating cells. A commercially available protease would thus be preferable, such as alcalase, a commercial form of subtilisin that shows 35% identity with sporangin, the so-called hatching enzyme responsible for the digestion of the cell wall surrounding daughter cells before their release (Kubo et al., 2009; Hwang et al., 2019).

We only tested scRNA-seq on strains with no (like CC-5390) or moderately thick (like C-4532) cell wall. However, other laboratories focus on strains with a much more developed cell wall, for example CC-4533 (the wild-type background for a large insertional mutant library, Li et al., 2019) and CC-1690. The microfluidics pipeline from 10X Genomics now provides the perfect basis for a systematic comparison of RNA extraction efficiency across Chlamydomonas strains, with or without the addition of a protease during the reverse transcription step. The information gathered will also directly apply to wild isolates with walls, since the *cw* strains were all generated by mutagenesis in the laboratory (Hyams and Davies, 1972). Finally, our results can provide a benchmark for comparing the recovery of RNA suitable for sequencing from various methods to preserve cells between sample collection and processing, such as freezing with or without the use of sample preservative solutions.

In conclusion, we showed that scRNA-seq can be applied to Chlamydomonas strains with or without a cell wall. In addition, scRNA-seq results recapitulated bulk RNA-seq data, indicating their reliability and the robustness of the Chlamydomonas transcriptome response to changes in its environment. Finally, we demonstrated that Chlamydomonas cells occupied a range of diurnal phases that may explain the heterogeneity exhibited by individual cells in bulk culture mode. By extracting diurnal data from single time point scRNA-seq, we also observed a delay in the phase of the Chlamydomonas diurnal clock, suggesting that, just like land plants, algae may adjust the pace of their rhythms to Fe availability. The application of scRNA-seq to cultivation ponds and natural isolates will pave the way to a deeper understanding of the interactions between algae and their surroundings.

## Materials and methods

### Growth conditions

We used the *C. reinhardtii* strains CC-5390 (*cw15 arg7-8::ARG7 mt^+^*) and CC-4532 (*CW mt^−^*), which we procured from laboratory stocks. We grew all pre-cultures in Tris Acetate Phosphate (TAP) medium supplemented with micronutrients as described previously (Kropat et al., 2011), at 24°C in constant light (provided by a mixture of cool-white and warm-white fluorescent light bulbs, for a total Photon Flux Density ∼50 µmol m^−2^ s^−1^) and under constant agitation (180 rpm) in an Innova-44R incubator.

In the first experiment, we started a pre-culture of strain CC-5390 in 50 mL TAP medium with 20 µM FeEDTA (iron-replete conditions) at an initial cell density of 5 × 10^4^ cells mL^−1^. After 5 d, we inoculated a new pre-culture at the same initial cell density (5 × 10^4^ cells mL^−1^), with 100 mL TAP medium + 20 µM FeEDTA in a 250-mL flask. After another 5 d, we collected the cells by centrifugation for 3 min at 1,600*g* at room temperature using an Eppendorf centrifuge (model 5810 R), resuspended the pellet in 10 mL of fresh TAP medium (with 20 µM FeEDTA), and used 1 mL to inoculate a fresh flask containing 100 mL TAP medium + 20 µM FeEDTA, resulting in a 10-fold dilution of the culture. The next day, we pelleted the culture again across two 50-mL Falcon tubes, washed the pellets once with TAP medium without FeEDTA, and resuspended each pellet with either 50-mL TAP medium without FeEDTA (Fe− condition) or with 50-mL TAP medium + 20 µM FeEDTA (Fe+ condition) before transferring the test cultures into fresh sterile 250-mL flasks and placing the flasks into the incubator. After 23 h of growth, we counted cell density in both cultures on a hemocytometer. Target cell density for scRNA-seq analysis is 1,200 cells µL^−1^: we therefore transferred 1.2 × 10^6^ cells mL^−1^ in a 1.5-mL Eppendorf tube, centrifuged the cells briefly on a tabletop centrifuge at 400*g* at room temperature. We resuspended the pellets into 1× phosphate-buffered saline (PBS) with 0.04% bovine serum albumin (BSA), placed the tubes on ice, and covered them with aluminum foil. We walked to the Technology Center for Genomics and Bioinformatics at UCLA Pathology and Medicine (∼5 min) for immediate processing, starting with GEMs formation.

For the second experiment, we started pre-cultures for CC-4532 and CC-5390 in 50-mL TAP medium + 20 µM FeEDTA at an initial cell density of 5 × 10^4^ cells mL^−1^. After 3 d, we inoculated a new culture at the same initial cell density (four flasks for CC-5390 and two flasks for CC-4532). After another 3 d, we refreshed the cultures by 1:2 dilution with fresh TAP medium + 20 µM FeEDTA. The next day, we resuspended cultures in TAP without FeEDTA, TAP + 20 µM FeEDTA or TAP – nitrogen (CC-5390) or in TAP without FeEDTA or TAP + 20 µM FeEDTA (CC-4532), as described above. After 23 h of growth, we counted cells and proceeded as above.

### 10X library preparation, sequencing, and alignment

Cells were washed with PBS with 0.04% BSA, then counted with Countess II automated Cell Counter (Thermo Fisher, Waltham, MA). We loaded 10,000 cells onto the 10X Chromium Controller using Chromium Single Cell 3′ gene expression reagents (10X Genomics, Pleasanton, CA). The sequencing libraries were prepared following the manufacturer’s instructions (10X Genomics), with 12 cycles used for cDNA amplification and 12 cycles for library amplification. Library concentrations and quality were measured using Qubit ds DNA HS Assay kit (Life Technologies, Carlsbad, CA) and Agilent Tapestation 4200 (Agilent, Santa Clara, CA). The libraries were sequenced on a NextSeq500 platform as 2 × 50 paired-end reads to a depth of approximately 150 million reads per library (Experiment 1), or using 2 × 50 paired-end reads, on an Illumina NovaSeq 6000 S2 platform to a depth of approximately 300 million reads per library (Experiment 2). Raw reads were aligned to the Chlamydomonas genome (*C. reinhardtii* v5.5, Blaby et al., 2014) and cells were called using cellranger count (v3.0.2, 10X Genomics). Individual samples were aggregated to generate the merged digital expression matrix using the cellranger aggr pipeline (10X Genomics). 

### scRNA-seq data analysis

The R package Seurat (v3.1.2) (Stuart et al., 2019) was used to cluster the cells in the digital expression matrix. We filtered out cells with fewer than 100 genes or 300 UMIs detected as low-quality cells. We divided the gene counts for each cell by the total gene counts for that cell, multiplied by a scale factor of 10,000, then natural-log transformed the counts. We used the FindVariableFeatures function from Seurat to select variable genes with default parameters. We used the ScaleData function from Seurat to scale and center the counts in the data set. We performed principal component analysis on the variable genes and selected 20 principle components for cell clustering (resolution = 0.5) and UMAP dimensionality reduction. We clustered the cells using a K-nearest neighbor method, which assesses which K value results in the smallest between-cell distance within and between clusters. The cells were embedded in a K-nearest neighbor graph, with edges drawn between cells with similar expression patterns. The cells were then partitioned into highly interconnected clusters. We calculated module scores using the AddModuleScore function with default parameters. A module score calculates the average expression of a given gene list, subtracted by the aggregated expression of randomly sampled control genes. To calculate differentially expressed genes, the Wilcoxon rank sum test was conducted, and the Benjamini–Hochberg Procedure was applied to adjust the false discovery rate. We considered genes with adjusted *P* <0.05 as significantly differentially expressed.

### Calculation of the diurnal module scores

We generated a list of diurnal signature genes by determining the overlap between rhythmic genes from two recent studies (Zones et al., 2015; Strenkert et al., 2019). The list contains 50 time points ranging from 0 h to 24.5 h in 30 min interval. To calculate module scores from nonoverlapping diurnal gene lists, we selected a three time point interval that collapsed genes 30 min on either side of a given time point. For example, the module score for diurnal phase 2 h was calculated using genes from the 1.5 h, 2 h, and 2.5 h phase bins. Only the 0 h module score was calculated using genes from only two time points (0 h and 0.5 h). Dawn is taken as time 0 throughout. It should be noted that the diurnal cycle and the cell cycle are intertwined in Chlamydomonas and that resolving one over the other is not easily achieved. The length of one complete cell cycle is set by light intensity when cells are grown in constant light and may be shorter or longer than 24 h. For ease of comparison across samples, we used diurnal phase as reference.

### Pseudo-time trajectory construction

We constructed pseudo-time trajectories using the R package Monocle (Trapnell et al., 2014). This trajectory reflects the sequence of gene expression changes from one cell to the next and orders the cells based on their similarity. We extracted the raw counts for cells in the selected clusters and normalized them by the estimateSizeFactors and estimateDispersions functions with default parameters. We only retained genes with an average expression over 0.5 and detected in more than 10 cells for further analysis. We determined variable genes by the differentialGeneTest function with a model against the Seurat clusters. We determined the order of cells with the orderCells function and constructed the trajectory with the reduce Dimension function with default parameters. We extracted the pseudo-time for the cells and plotted the pseudo-time in both the UMAP and the linear shaped trajectory. We plotted the diurnal module scores for each cell ordered by pseudo-time in a heatmap. We plotted the cell division module score against the pseudo-time.

### Compilation of gene lists for module score analysis and scRNAseq exploration

We assembled gene lists for the calculation of module score by mining the literature. For the iron deficiency module score, we selected genes expressed >10 Fragments Per Kilobase of transcript per Million mapped reads (FPKM) and showing the stronger induction by Fe limitation from a comparison of RNA-seq data between Chlamydomonas CC-4532 grown in TAP medium + 0.25 µM FeEDTA and TAP medium + 20 µM FeEDTA (Urzica et al., 2012). We extracted the lipid biosynthesis and nitrogen gene lists from (Schmollinger et al., 2014). We ordered normalized expression data from a 48-h time-course in CC-4349 to identify genes that were induced in response to N deficiency (with normalized expression of 0 at 0 h and expression of 1 at 48 h) or repressed by N deficiency (or induced by N sufficiency, with normalized expression of 1 at 0 h and expression close to 0 at 48 h). The lists of lipid biosynthetic genes and ribosome protein genes were according to Supplemental Data Sets 14 and 9 from (Schmollinger et al., 2014), respectively. The photosynthesis gene list include all nucleus-encoded genes from Supplemental Data Set 5 from Strenkert et al. (2019). Cell cycle genes were obtained from Supplemental Data Set 4 of Zones et al. (2015). Genes specific to *mt*^−^ and *mt*^+^ gametes were extracted from Lopez et al. (2015). Finally, we determined the diurnal phase of 10,294 high-confidence rhythmic genes by looking at the overlap between genes deemed to be rhythmic in two separate studies (Zones et al., 2015; Strenkert et al., 2019) and using the diurnal phase values from the 2015 work that had been recalculated for the 2019 study. Gene lists are provided as Supplemental Data Sets 1–10.

### Accession numbers

Sequence data from this article can be found at Phytozome under the following accession numbers: *FEA1* (Cre12.g546550), *FEA2* (Cre12.g546600), *FRE1* (Cre04.g227400), *FOX1* (Cre09.g393150), *FTR1* (Cre03.g192050), *TEF22* (Cre12.g546500), *MSD3* (Cre16.g676150), *CDJ3* (Cre01.g009900), *CGLD27* (Cre05.g237050), *CTP1* (Cre16.g682369), *IRT1* (Cre12.g530400), *IRT2* (Cre12.g530350), *PHC1* (Cre17.g717900), *PHC21* (Cre02.g094450), *VSP1* (Cre11.g467710), *GAS28* (Cre11.g481600), *ACA4* (Cre10.g459200), *MTP1* (Cre03.g145087), and *LCI6* (Cre12.g553350). Other genes used to calculate module scores are listed in Supplemental Data Sets 1–10. scRNA-seq data sets were deposited at Gene Expression Omnibus at NCBI under the accession number GSE157580.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure 1**. Modules scores for mitochondrial *RPG*s and lipid biosynthetic genes in cells from Experiment 2. (Supports Figure 2).

**Supplemental Figure 2**. The Endogenous diurnal phase of individual cells explains the heterogeneity of batch cell cultures without iron. (Supports Figure 3).

**Supplemental Figure 3**. Pseudo-time construction aligns Fe+ cells along the diurnal cycle. (Supports Figure 4).

**Supplemental Table 1**. Summary of number of cells sequenced, number of genes and UMIs detected.

**Supplemental Table 2**. Summary of the number of genes detected in cells across samples.

**Supplemental Table 3**. Summary of the number of cells expressing a common set of genes across samples.

**Supplemental Data Set 1**. Fe deficiency module score gene list.

**Supplemental Data Set 2**. Nitrogen deficiency module score gene list.

**Supplemental Data Set 3**. Nitrogen sufficiency module score gene list.

**Supplemental Data Set 4**. Chloroplast ribosomal protein gene (*RPG*) module score gene list.

**Supplemental Data Set 5**. Cytosolic ribosomal protein gene (*RPG*) module score gene list.

**Supplemental Data Set 6**. Mitochondrial ribosomal protein gene (*RPG*) module score gene list.

**Supplemental Data Set 7**. Lipid biosynthesis module score gene list.

**Supplemental Data Set 8**. Cell division module score gene list.

**Supplemental Data Set 9**. Photosynthesis module score gene list.

**Supplemental Data Set 10**. Diurnal phase for high-confidence rhythmic genes.

**Supplemental Data Set 11**. *mt*^−^ module score gene list.

**Supplemental Data Set 12**. *mt*^+^ module score gene list.

## Supplementary Material

koab025_Supplementary_Data Click here for additional data file.

# Supplementary material for: Single-cell RNA sequencing of batch Chlamydomonas cultures reveals heterogeneity in their diurnal cycle phase
**Source:** Plant Cell. 2021 Feb 2;33(4):1042–57. doi: 10.1093/plcell/koab025
**Supplement:** koab025_Supplementary_Data

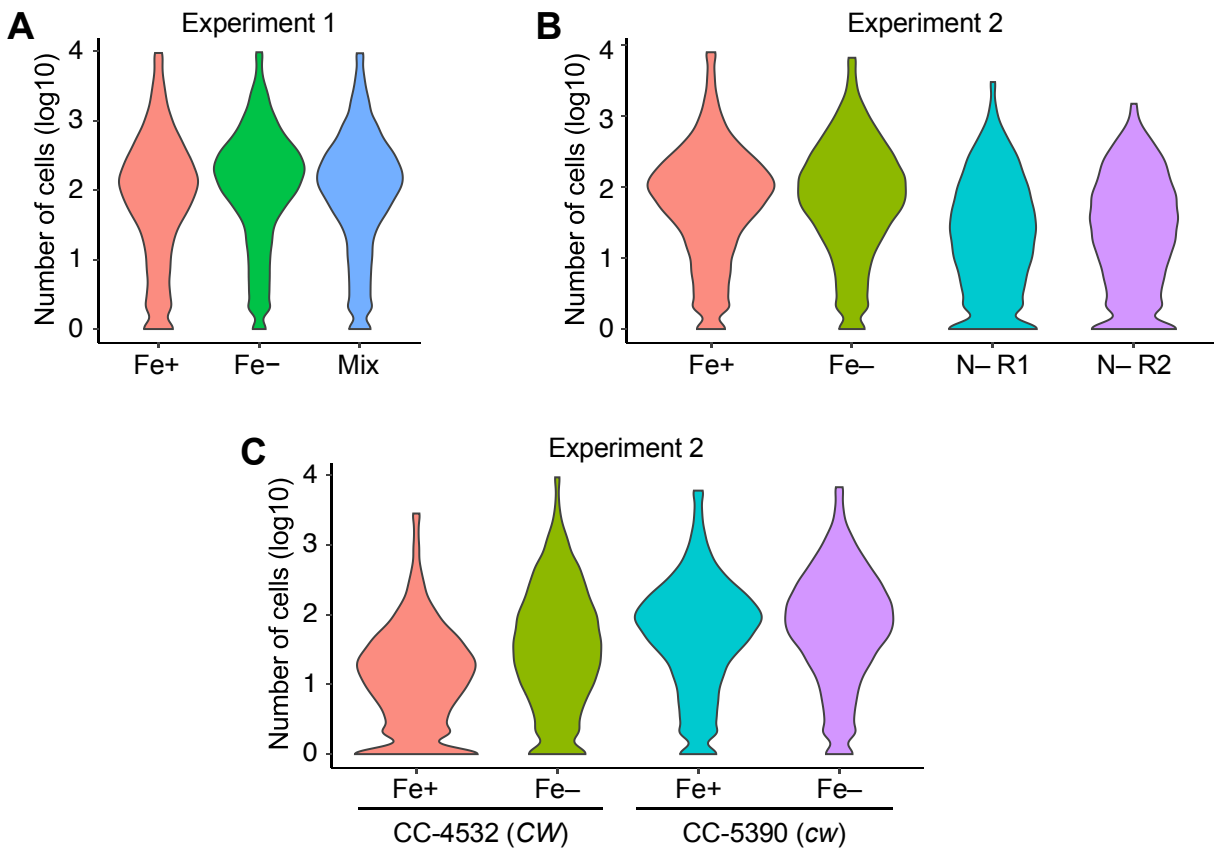

**Supplemental Figure 1. Distribution of the number of cells expressing a given gene.**  
(Supports Figures 1, 2, and 3).

For each experiment and sample, we determined the number of cells in which a gene is deemed expressed. We show the distribution as a violin plot. At the lower end of the violin plots, some genes are seldom detected. The bulk of genes is detected in ~100-500 cells from the same samples. In the upper end of the distributions, some genes are expressed and detected across most cells.

**(A)** Distribution of the number of genes expressed across cells from experiment 1.

**(B)** Distribution of the number of genes expressed across cells from experiment 2, for iron (Fe) and nitrogen (N) deficiency samples.

**(C)** Distribution of the number of genes expressed across cells from experiment 2, comparing CC-4532 (with cell wall, CW) and CC-5390 (without cell wall, cw).

The numbers are also provided in Supplemental Table 2.

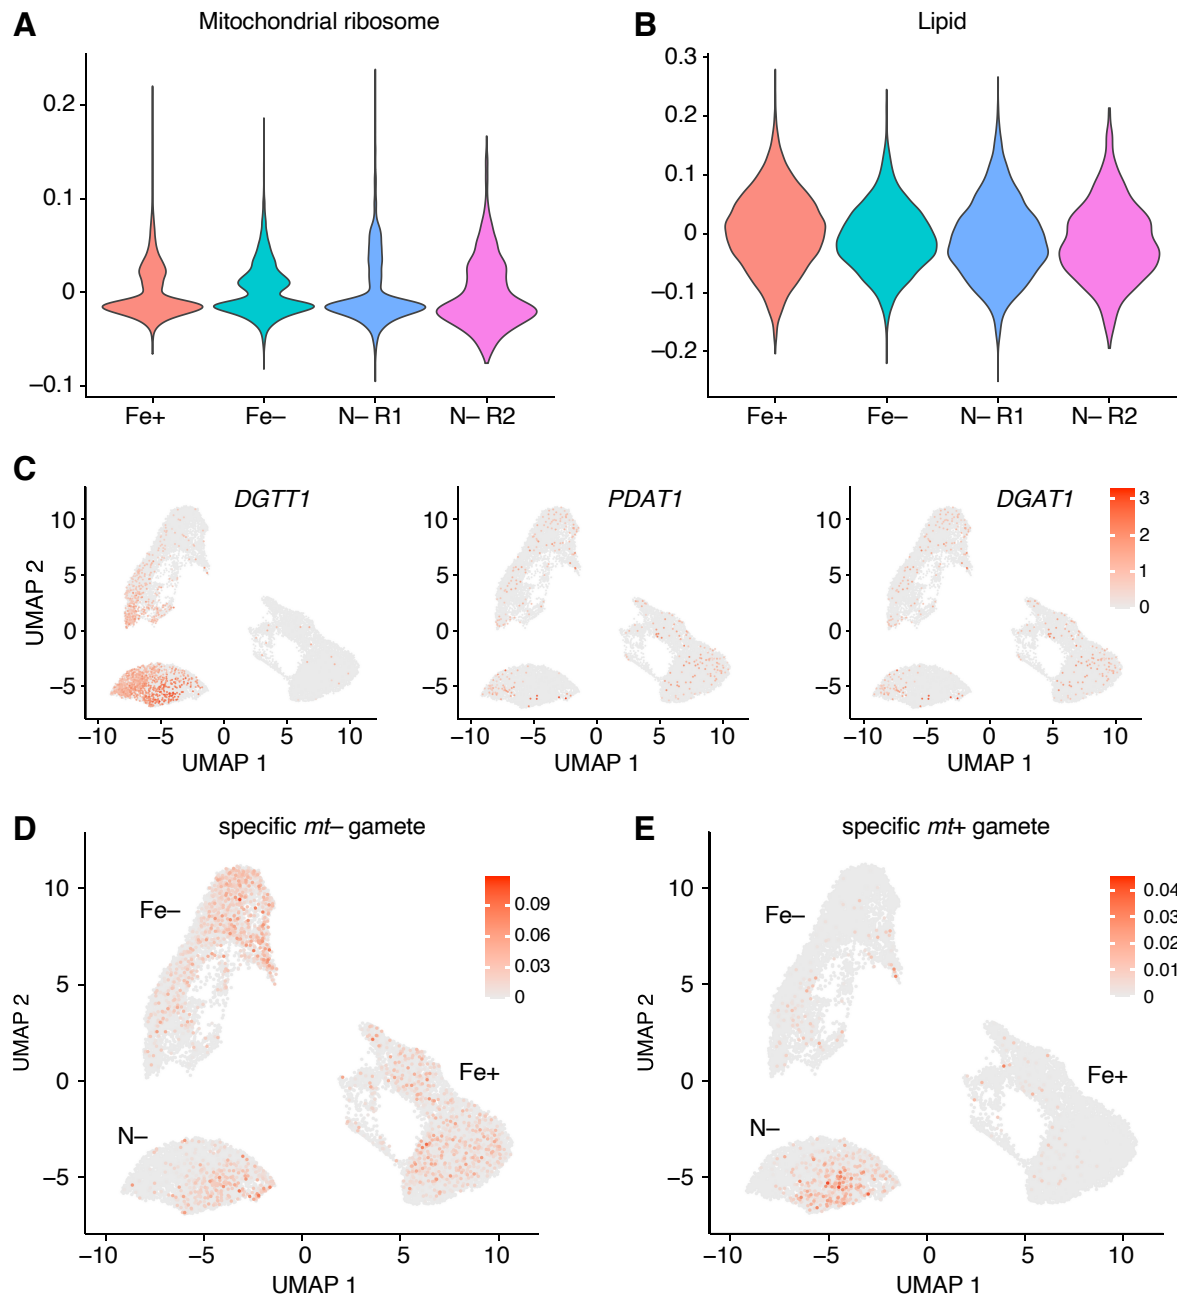

**Supplemental Figure 2. Modules scores for mitochondrial *RPGs*, lipid biosynthetic genes and the gametic program in cells from experiment 2.** (Supports Figure 2).

**(A)** Mitochondrial *RPG* module score for each sample.

**(B)** Lipid module score for each sample, using a gene list compiled by Schmollinger et al. (Schmollinger et al., 2014).

**(C)** UMAP plots for the triacylglyceride (TAG) biosynthesis-related genes *DGGT1* (Cre12.g557750), *DPAT1* (Cre02.g106400) and *DGAT1* (Cre01.g045903).

**(D)** Module score for genes specifically expressed in *mt-* gametes, from Lopez et al. (Lopez et al., 2015).

**(E)** Module score for genes specifically expressed in *mt+* gametes, from Lopez et al. (Lopez et al., 2015).

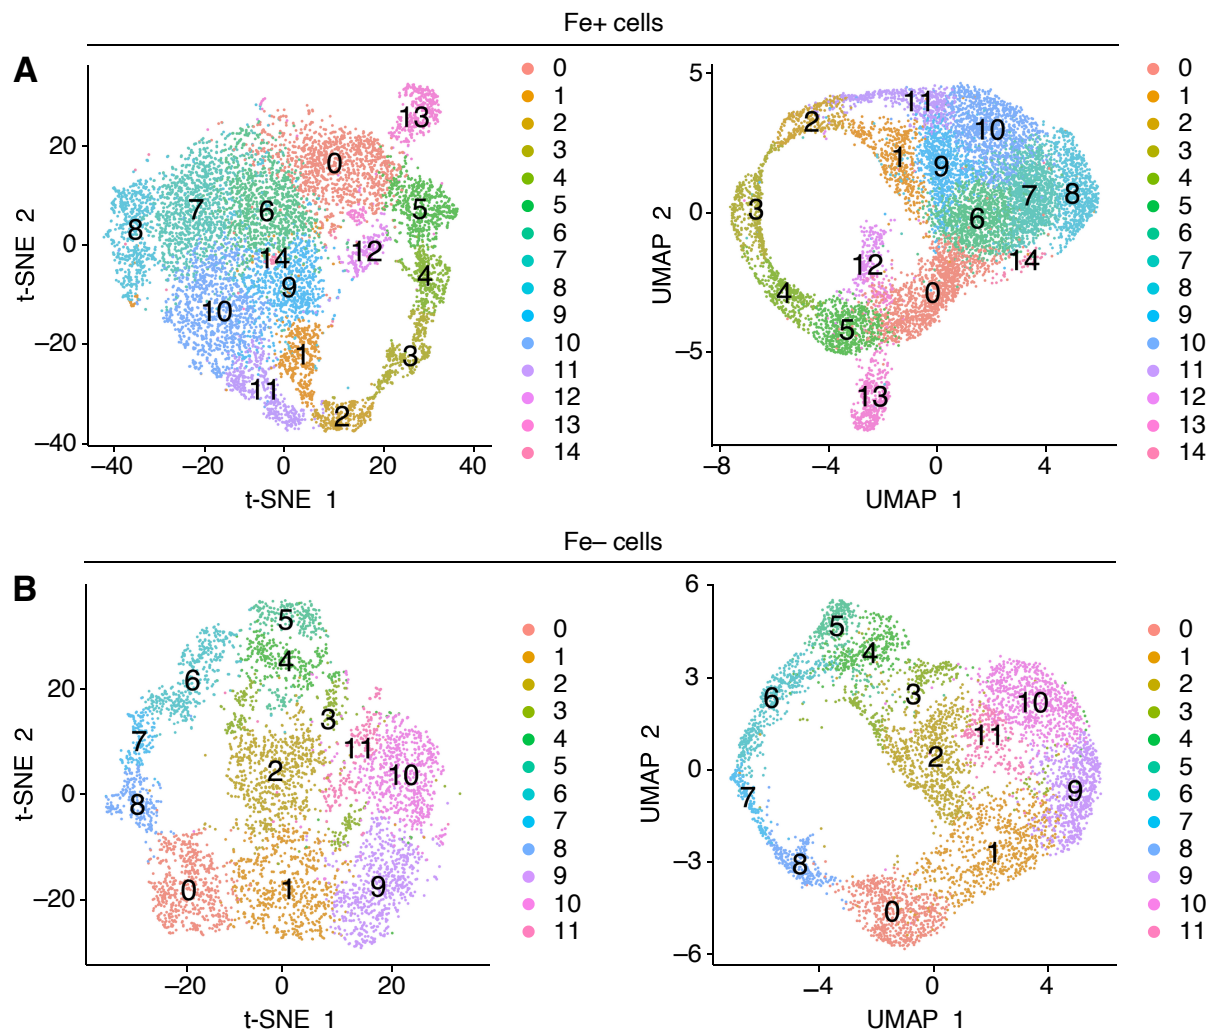

**Supplemental Figure 3. t-SNE and UMAP plot of cultures grown in iron-sufficient and -deficient conditions.** (Supports Figure 3).

**(A, B)** t-SNE **(A)** and UMAP **(B)** plot of 9,517 sequenced cells from experiment 1 that were grown in Fe+ condition for 23 h. The cells were separated into clusters by Seurat (Stuart et al., 2019) and are indicated by the color gradient, with the color key on the right side of the plot.

**(C, D)** t-SNE **(C)** and UMAP **(D)** plot of 9,748 sequenced cells from experiment 1 that were grown in Fe- condition for 23 h. The cells were separated into clusters by Seurat (Stuart et al., 2019) and are indicated by the color gradient, with the color key on the right side of the plot.

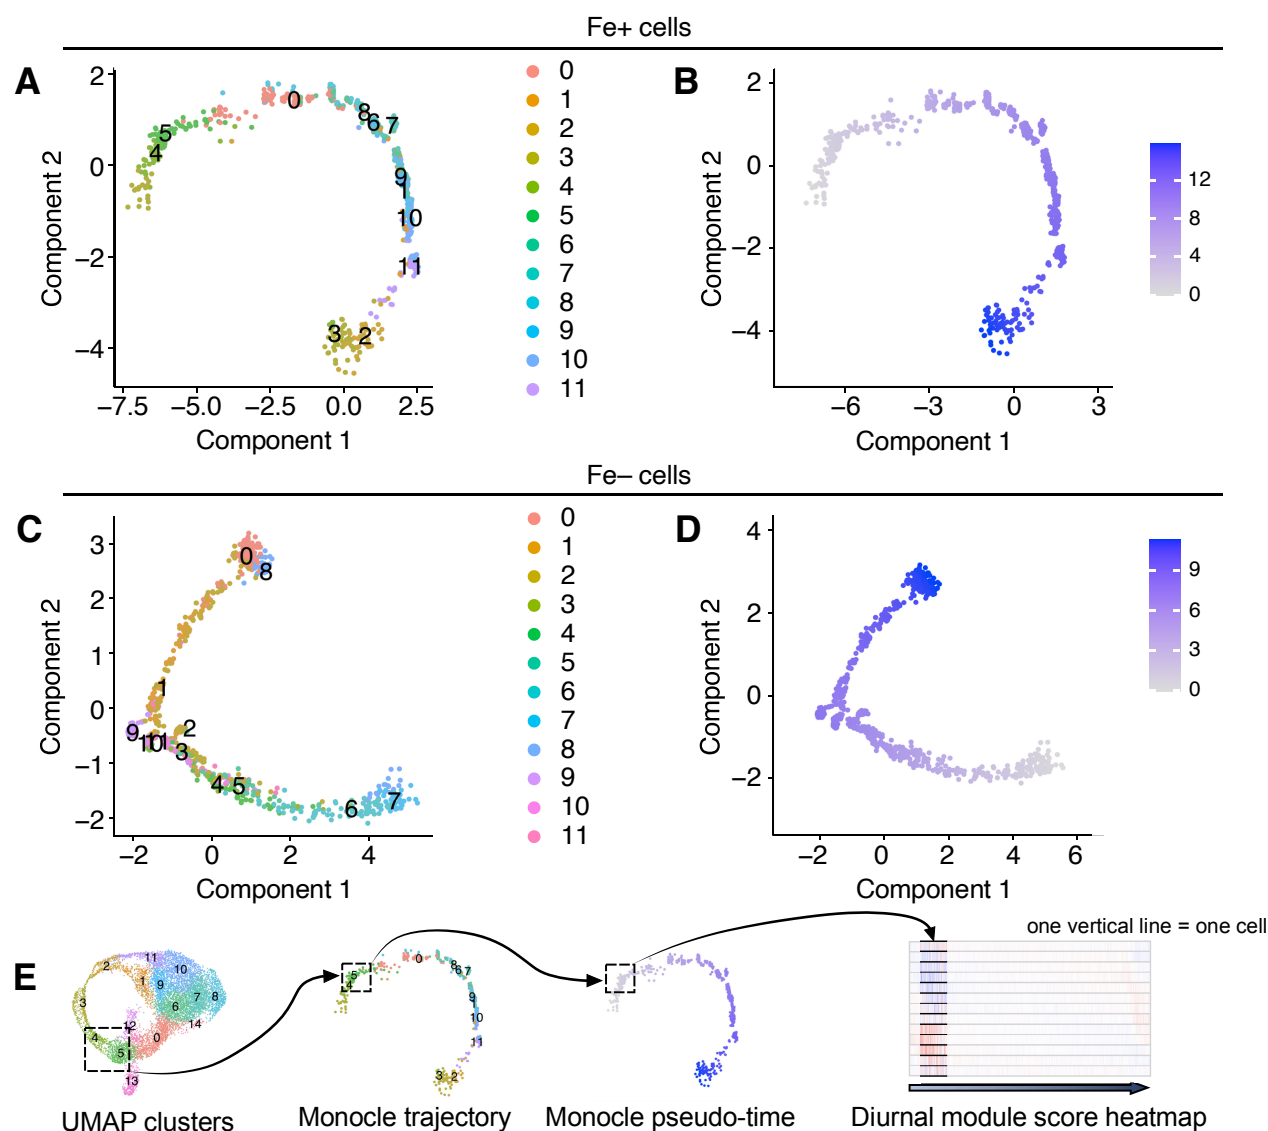

**Supplemental Figure 4. Pseudo-time construction aligns cells along the diurnal cycle.** (Supports Figure 4).

(A) Trajectory plot of Fe+ cells from experiment 1, colored according to their constituent clusters. Replotted from Figure 3 for reference.

(B) Trajectory plot of Fe+ cells from experiment 1, colored according to their pseudo-time. The plots in (A) and (B) are identical but colored based on the clusters they belong to (A) or according to their pseudo-time (B).

(C) Trajectory plot of Fe- cells from experiment 1, colored according to their constituent clusters. Replotted from Figure 3 for reference.

(D) Trajectory plot of Fe- cells from experiment 1, colored according to their pseudo-time. The plots in (C) and (D) are identical but colored based on the clusters they belong to (C) or according to their pseudo-time (D).

(E) Principle of cell alignment along their pseudo-time based on Monocle trajectory results.

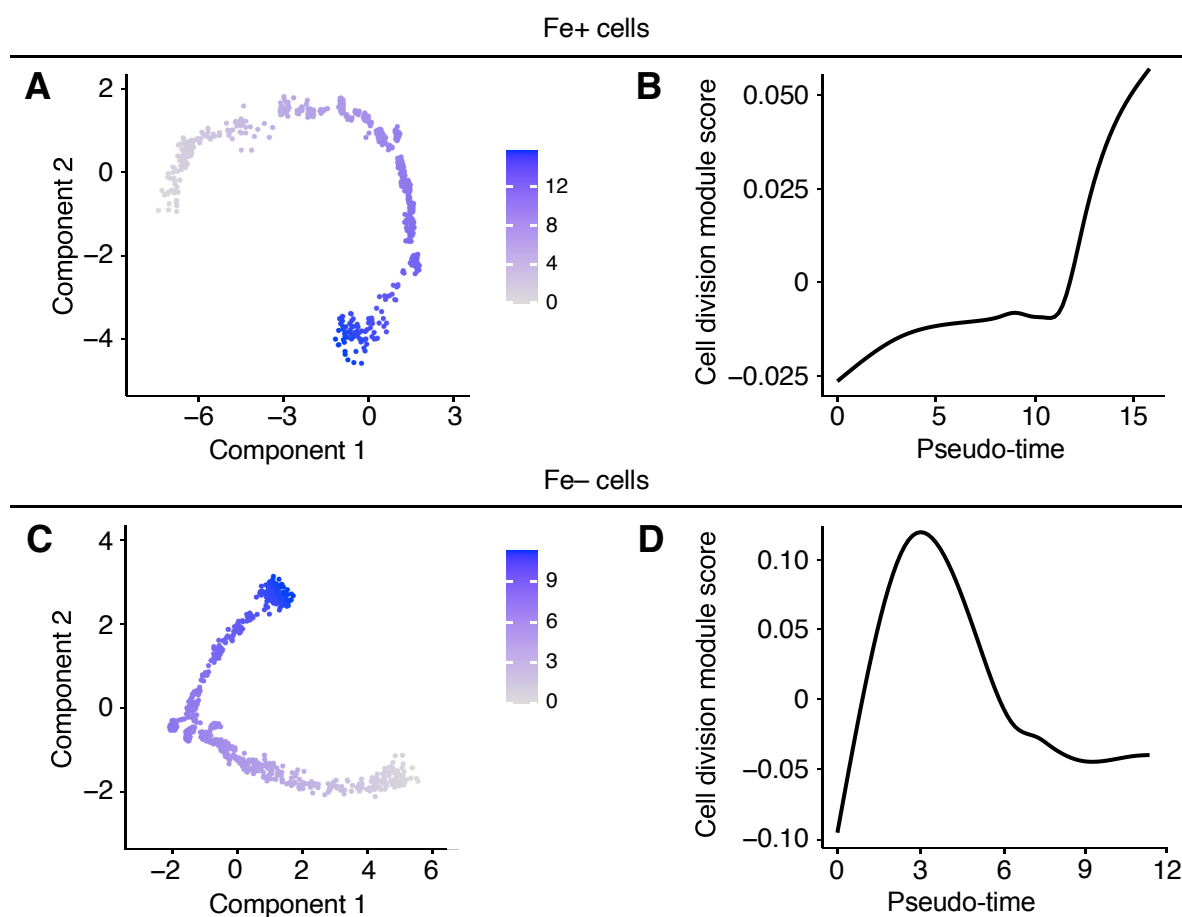

**Supplemental Figure 5. Cell division score in Fe+ and Fe- cells from experiment 1 as a function of pseudo-time.**

(A, C) Pseudo-time trajectory of Fe+ (A) and Fe- (C) cells from experiment 1, colored according to their pseudo-time. Replotted from Supplemental Figure 4 as reference.

(B, D) Cell division module score, plotted as a function of pseudo-time, for Fe+ (B) and Fe- (D) cells from experiment 1.

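The table gives, for each library, the number of cells and the UMIs and genes per cell. A UMI stands for 1 captured transcript molecule. In the deposited matrices, the lowest number of UMIs in any cell was 500 in the Fe− library of experiment 1 and 963 in the Fe+ library of experiment 2. Median genes per cell in experiment 1 were 715 in Fe+, 726 in Fe− and 714 in Mix. In experiment 2 they were 454 in Fe+, 729 in Fe−, 438 in N− R1 and 675.5 in N− R2.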

**Supplemental Table 1.** Summary of number of cells sequenced, number of genes and UMIs detected.

| Experiment | Sample | Strain       | Number cells | UMIs per cell | Genes per cell |
|------------|--------|--------------|--------------|---------------|----------------|
| 1          | Fe+    | CC-5390 (CW) | 9,517        | 3,009         | 827            |
| 1          | Fe-    | CC-5390 (CW) | 9,748        | 3,716         | 828            |
| 1          | Mix    | CC-5390 (CW) | 9,425        | 3,297         | 815            |
| 2          | Fe+    | CC-5390 (CW) | 7,960        | 4,044         | 630            |
| 2          | Fe-    | CC-5390 (CW) | 6,656        | 5,380         | 747            |
| 2          | Fe+    | CC-4532 (CW) | 2,814        | 3,961         | 409            |
| 2          | Fe-    | CC-4532 (CW) | 9,289        | 2,757         | 414            |
| 2          | N- R1  | CC-5390 (CW) | 3,028        | 2,034         | 578            |
| 2          | N- R2  | CC-5390 (CW) | 1,496        | 3,924         | 1,035          |
| Total      |        |              | 59,933       |               |                |

**Supplemental Table 2.** Summary of the number of genes detected in cells across samples.

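The number of genes detected in a cell depends on how many UMIs it holds. Cells of experiment 1 had between 358 and 3232 genes in Fe+, 100 and 5870 in Fe−, and 300 and 2729 in Mix. The range in experiment 2 was 209 to 2966 in Fe+, 159 to 4046 in Fe−, 161 to 4178 in N− R1 and 107 to 4544 in N− R2.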

| Experiment 1          |        |        |        |          | Experiment 2 |        |        |        |          |        |        |
|-----------------------|--------|--------|--------|----------|--------------|--------|--------|--------|----------|--------|--------|
| Number of genes       | Fe+    | Fe-    | Mix    | Merge 1* | Fe+          | Fe-    | N- R1  | N- R2  | Merge 2* | CW Fe+ | CW Fe- |
| Min                   | 385    | 201    | 312    | 201      | 240          | 176    | 178    | 174    | 174      | 134    | 122    |
| Max                   | 3,232  | 5,870  | 2,729  | 5,870    | 2,966        | 3,377  | 3,828  | 3,783  | 3,828    | 1,881  | 3,998  |
| Mean                  | 827    | 828    | 815    | 823      | 630          | 747    | 578    | 1038   | 694      | 410    | 414    |
| Median                | 767    | 773    | 754    | 763      | 550          | 678    | 400    | 796    | 597      | 380    | 313    |
| Total number of genes | 16,080 | 16,638 | 16,380 | 16,982   | 16,481       | 16,505 | 15,096 | 15,206 | 17,039   | 14,643 | 15,768 |

\*Merge1 contains the Fe+, Fe- and Mix sample from experiment 1.

\*Merge2 contains the Fe+, Fe-, N- R1 and N- R2 sample from experiment 2.

**Supplemental Table 3.** Summary of the number of cells expressing a common set of genes across samples.

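This count runs over genes and gives the number of cells with at least 1 UMI of each. In the deposited matrices, a gene detected in a library had a UMI on average in 557 Fe+, 505 Fe− and 509 Mix cells of experiment 1. In experiment 2 this was 371 Fe+, 426 Fe−, 135 N− R1 and 137 N− R2 cells.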

| Experiment 1          |       |       |       |          | Experiment 2 |       |       |       |          |        |        |
|-----------------------|-------|-------|-------|----------|--------------|-------|-------|-------|----------|--------|--------|
| Number of cells       | Fe+   | Fe-   | Mix   | Merge 1* | Fe+          | Fe-   | N- R1 | N- R2 | Merge 2* | CW Fe+ | CW Fe- |
| Min                   | 1     | 1     | 1     | 1        | 1            | 1     | 1     | 1     | 1        | 1      | 1      |
| Max                   | 9,517 | 9,748 | 9,425 | 28,690   | 7,960        | 6,656 | 3,028 | 1,496 | 19,140   | 2,814  | 9,289  |
| Mean                  | 463   | 475   | 453   | 1,391    | 294          | 292   | 103   | 91    | 780      | 68     | 225    |
| Median                | 100   | 150   | 119   | 379      | 76           | 77    | 20    | 24    | 223      | 12     | 33     |
| Total number of cells | 9,517 | 9,748 | 9,425 | 28,690   | 7,960        | 6,656 | 3,028 | 1,496 | 19,140   | 2,814  | 9,289  |

\*Merge1 contains the Fe+, Fe- and Mix sample from experiment 1.

\*Merge2 contains the Fe+, Fe-, N- R1 and N- R2 sample from experiment 2.

# Supplementary material for: Single-cell RNA sequencing of batch Chlamydomonas cultures reveals heterogeneity in their diurnal cycle phase
**Source:** Plant Cell. 2021 Feb 2;33(4):1042–57. doi: 10.1093/plcell/koab025
**Supplement:** koab025_Supplementary_Data

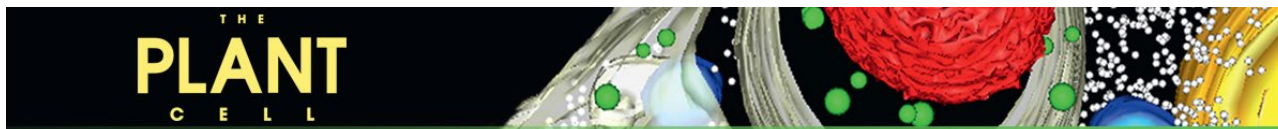

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

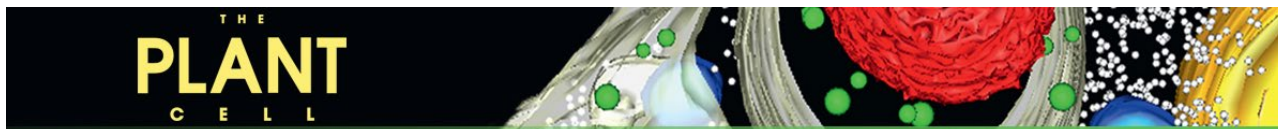

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

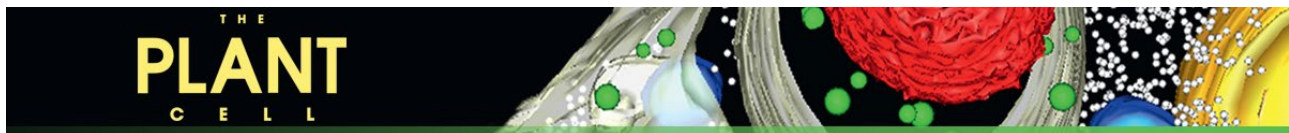

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points  $< 6$ .

☐ Confirm that in all cases where the number of data points is  $< 6$ , individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

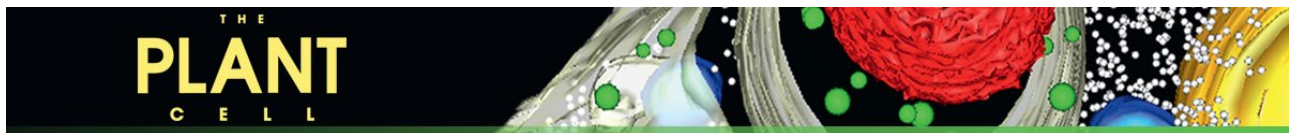

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## FUNDING INFORMATION

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

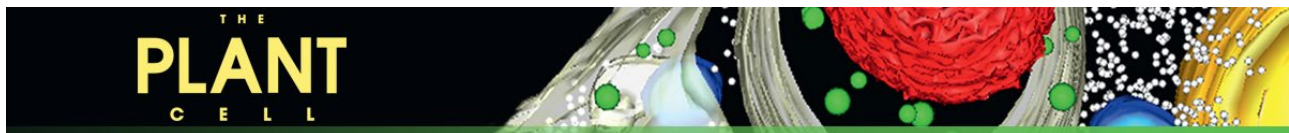

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

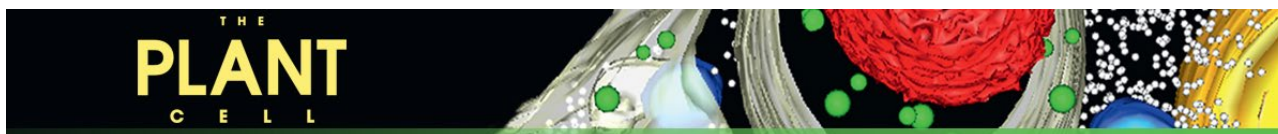

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

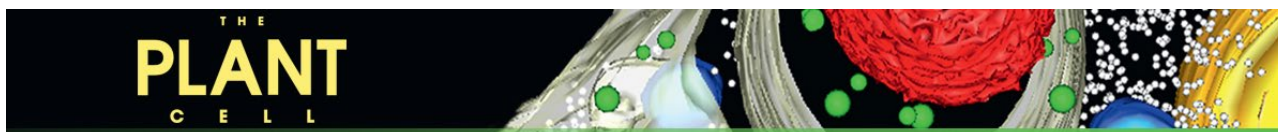

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

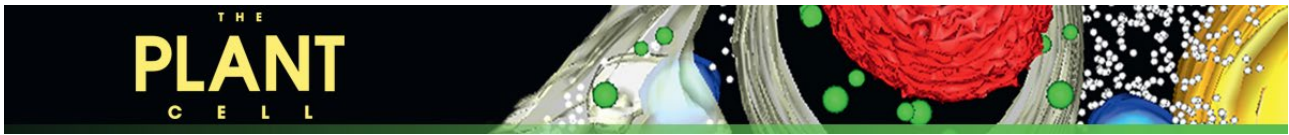

## PROTEIN LOCALIZATION MODULE

---

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

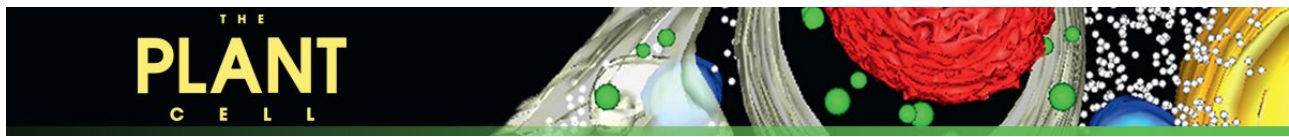

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Single-cell RNA sequencing of batch Chlamydomonas cultures reveals heterogeneity in their diurnal cycle phase
**Source:** Plant Cell. 2021 Feb 2;33(4):1042–57. doi: 10.1093/plcell/koab025
**Supplement:** koab025_Supplementary_Data

# Single-Cell RNA Sequencing of Batch Chlamydomonas Cultures Reveals Heterogeneity in their Diurnal Cycle Phase

## Review timeline:

**REPORT:** (The report shows the major requests for revision and author responses. Minor comments for revision and miscellaneous correspondence are not included. The original format may not be reflected in this compilation, but the reviewer comments and author responses are not edited, except to correct minor typographical or spelling errors that could be a source of ambiguity.)

We ask you to pay attention to the following points in preparing your revision:

Reviewer 1 recommended declining the manuscript and merging the results with the companion paper on co-expression networks in Chlamy. However, the other two reviewers viewed the manuscript more favorably. Reviewer 2 noted that it is mainly a "methods" paper, but quite valuable for that, as one of the early papers to report single-cell RNA-seq in Chlamy cultures. Reviewer 3 judged that the work will have a significant impact on researchers in the field of chronobiology, and will provide an important basis for future studies scRNA-seq in Chlamy. The editors find that the two manuscripts do stand on their own, and should be published as two papers. This scRNA-seq manuscript is perhaps the weaker of the two; the extent to which you can address Reviewer 1 and 2 comments in a revision can strengthen this manuscript considerably.

Please address the major comments of Review 1 (specifically #2, 3, 4), and comments of reviewer 2 (in general, provide a better exploration of the technical aspects; specifically, address the 6 numbered comments). These reviewer comments need to be addressed in some manner in the manuscript (i.e. not only in a response to reviewer comments document).

----- Reviewer comments:

## Reviewer #1:

This manuscript by Patrice Salomé reports single cell RNA-seq (scRNA-seq) in cultures of Chlamydomonas that have been deprived of iron (Fe) or nitrogen (N). Previously, the RNA-seq signature for these nutrient stresses have been reported using bulk RNA-seq (and the data sets and their analysis are publicly available), resulting in a known "signature" of these stresses in Chlamydomonas cells. Using scRNA-seq, the authors recapitulate this finding for both Fe and N deprivation in large cell populations. During analysis of their data they found that their cultures grown in the presence of acetate under 24h of light clustered in a "cycle". Subsequent data analysis demonstrated that they could recapitulate cell populations in various stages of their cell cycles, and a rhythmic pattern of gene expression could be reconstructed. The primary conclusion is that batch grown cells, even when nutrient stressed, have an significant cell cycle signature of gene expression in addition to the nutrient deprivation response.

Overall, the experiments appear to have been carefully performed and analyzed. Unfortunately, I think that while the work itself is high quality, the finding does not significantly advance our understanding of plant or algal biology. The techniques are being newly utilized in Chlamydomonas, but are not themselves novel.

Below are the points for the authors to consider to improve the manuscript.

#### Major revisions:

1) The fundamental finding in this paper is a well-known phenomenon for those that study the *Chlamydomonas* cell cycle. That cells in batch culture under 24h of light with acetate have populations of cells in various stages of the cell cycle. It is this asynchronous aspect to cell populations that cell cycle researchers try and break with various techniques, including light cycle control, N starvation followed by photo autotrophic media, and possibly drug treatments. In fact, there have been reports at various venues that heterogeneity in *Chlamydomonas* cultures is common and may affect certain experiment types, including transformation and some nutrient experiments. It is nice to see that this finding is recapitulated in these data sets and may indeed be a warning to other researchers about the possible need for culture synchrony rather than asynchronous batch cultures. However, while it is reassuring to see this recapitulated by scRNA-seq, this finding alone is not new to the field.

2) Nitrogen deficiency should have induced the gametic program, and I don't see this finding. The gametic program should have an obvious and strong signature in this experiment. I have a strong secondary concern, that the cells in the experiment are described as "chlorotic". This suggests something may be fundamentally incorrect about how the experiment was done (too high of light?, pre-starved for nutrients? other?).

3) The statistical analysis of the experimental results appears to be absent. There are numerous ways that the statistical power of scRNA-seq experiments can be addressed. In particular, Supplemental Table 1 is not very informative. On its face, it appears that the scRNA-seq coverage is low for the conclusions that were derived. There are at least two ways to determine statistical power (e.g. Zhang et al 2020 DOI: 10.1038/s41467-020-14482-y) if not others. This is a major issue with low coverage scRNA-seq data and dimensionality reduction. Just because the dimensional reduction derives an answer, does not necessarily mean that the results are significant.

4) The RNA extractability results appear to be important, but supplemental in nature and could be discussed in only the results or strictly in the supplement. Given the protein composition of the *Chlamydomonas* cell wall, and significant lack of cell wall in *cw* strains does not make this much of a surprising result given how easy it is to make bulk-RNA-seq libraries.

#### Reviewer #2:

This paper examines whether single-cell RNA sequencing methods can be applied to *Chlamydomonas*. This is something worth knowing, and the answer looks positive (though with many of the same caveats that apply to scRNA in other systems). Some biological findings are presented but mainly this is a methodological paper.

1) In the first experiment presented, information was obtained about an average of 823 genes each in 30,000 cells. It is not stated the average number of genes for which information was obtained in each cell, nor the histogram of how many genes were identified in more than one cell. Consider some extremes (obviously neither is correct!): all cells had information about one gene, but almost no other genes were detected in more than a few cells (something like this could happen if one or a few genes were very highly expressed and the rest quite low, which in fact is a true feature of transcriptomes in all organisms); opposite extreme: all 823 genes gave read counts in all 30,000 cells. We can't tell which, and it does matter rather a lot.

Anyway, no matter how you cut it, the vast majority of genes in the organism are unsampled, in a given cell and/or in the population overall. And in most scenarios, the simple idea that 'gene A and gene B are co-expressed' might be a challenging statement to make with confidence if it should be the case that in no cell are there reads detected for both A and B. (Such claims nevertheless ARE made in some scRNA studies based on the t-SNE approach; it may be correct but it seems risky to me).

On the other hand, perhaps I totally misunderstand because the statement is then made (line 136) 'Since the scRNA-seq dataset consisted of expression information from 16,982 genes across about 30,000 cells,...'. Since this is about the total number of genes in the genome, does this mean that in aggregate all genes are covered in some cell or other, or does it mean that there COULD have been information about this many genes even if some were never detected at all?

I realize these problems with coverage are generic to scRNA but that doesn't make them go away. I'm not saying there's a problem here, just that the presentation doesn't allow me to evaluate.

2) The UMAP method is used to reduce dimensionality, obviously a critical step but explained not at all here. Since the method is new (~2019), it is unreasonable to expect the reader to (1) know what it is; (2) unconditionally accept its applicability. It is, I gather, a stochastic neighbor-joining method, as is the t-SNE method. t-SNE has up to recent past been a standard way to analyze scRNA datasets; I accept that t-SNE is useful but I think it is also perilous (the 'S' stands for stochastic, and depending on details you can get very different answers with different runs. There can be in addition very strong dependence on parameters). Whether UMAP has the same issues, and/or what other issues it might have, should be discussed up front. Both t-SNE and UMAP are described (in various semi-comprehensible websites I looked at) as 'visualization' tools, not analytical tools (unlike PCA); it is apparently clear that the relative locations of t-SNE clusters is essentially uninformative and it is still under discussion what is the status of UMAP in this regard. This matters, for example in the discussion of the circle of clusters. If relative position on the UMAP1 x UMAP2 plot is uninformative, then so is the circle. Please understand, I'm not saying this is the case, I really don't know about the method; but since it's a critical tool the burden is on the authors to justify its use.

Since essentially every figure includes UMAP coordinates, from a certain point of view I am simply unable to evaluate almost anything in the paper. However, I'll do what I can.

3) It is shown that scRNA can separate Fe<sup>+</sup> from Fe-deprived gene expression patterns. This works with UMAP; Fig. 1C and 1D seem to show that it works just about as well with a simple indexing procedure, but I believe the implication is that UMAP works without any prior information, unlike the indexing approach. In any case, it does show that scRNA can at least distinguish broad states of the cell; unclear to me how many differentially expressed genes, and what degree of differential regulation, is required. This the authors could evaluate computationally; e.g. if the datasets are truncated by removing X% of Fe-regulated genes, how high can X be before Fe<sup>+</sup> and Fe<sup>-</sup> cells can't be distinguished? This would be useful for people trying to evaluate if the UMAP method might be useful in a situation with perhaps less powerful (and previously unknown) gene expression signatures.

4) Clustering of the Fe (randomly cycling in continuous light) showed a subset of clusters that formed a ring; intriguingly progression around the ring was associated with an increasing diurnal index from previous work. This is interesting, and discussed sensibly. It does bother me some that while this is true of 5 of the clusters, 8 of the clusters are NOT on the ring, and their diurnal score is not presented. These represent at least half the total cells, I would guess - so are these cells NOT at some random diurnal position, but in some off-state? What's going on? This is not discussed that I can see. There does appear to be relevant information in Fig. 3C, but this is not explained in a way that helps me much.

5) I'm sorry to say that I really don't understand the 'pseudo-time' assignment. It seems to me redundant with the diurnal assignment of clusters already carried out. Somewhat as with UMAP, it appears that you can only understand this analysis by knowing something about a program called Monocle. I never heard of it, and unless everyone else in the TPC readership is like 'Of course, Monocle, what else would you use?', I think the authors of the present MS ought to explain what this program does and why it is appropriate.

6) The paper shows that the methodology works with cells with or without cell walls, which is technically a helpful thing, and further, that cell-wall-less strains have their own (UMAP!) gene signature.

Overall, the authors have done a useful thing by validating scRNA in *Chlamydomonas*, and I am generally convinced by their controls. The diurnal/random phase in continuous light idea is interesting but seemingly incomplete given that 8/13 clusters don't fit the picture (or else I just misunderstand). In general, for a paper whose primary purpose is technical evaluation of a method, technical aspects are under-explored - prime examples are the degree and consequences of undersampling, and the use of powerful computer programs that do things to the data that the reader (at least this reader) can't figure out to produce visually appealing but less-than-fully-informative images.

Reviewer #3:

The manuscript described the scRNA-seq method in the model green alga *Chlamydomonas reinhardtii*. The authors performed scRNA-seq analysis in *Chlamydomonas* under iron- and nitrogen-deficient conditions and obtained results that were in good agreement with previous findings, demonstrating that the method works in *Chlamydomonas*. They also found that heterogeneity existed among individual cells under iron-replete and iron-deficient conditions and showed that this can be well explained by diurnal variation in gene expression. Finally, it is shown that the method can be applied to cells with and without cell walls.

The applicability of the scRNA-seq method to *Chlamydomonas* is well supported by the results obtained here. It is also interesting that the asynchronous cultures of *Chlamydomonas* contain cells of various diurnal phases. In general, conventional analysis using RNA from the entire population of asynchronous cultures (Northern blot, RT-qPCR) result in the loss of circadian rhythmicity during long-term cultivation without entrainment stimuli. This phenomenon is explained by the asynchrony among individual cells, as has been demonstrated by the analysis of specific reporter gene rhythms in other model systems. It has been believed that the situation is the same in *Chlamydomonas*. This study demonstrated this point clearly by global gene expression, rather than by a limited number of reporter genes. This is expected to have a significant impact on researchers in the field of chronobiology. Furthermore, the findings of this study will provide an important basis for future studies using scRNA-seq method in *Chlamydomonas*.

Major points

None

Minor points

The heterogeneity appears smaller under nitrogen-depleted conditions than under other conditions (Fe<sup>+</sup>, Fe<sup>-</sup>). It is also interesting that there is no cyclic distribution under nitrogen-depleted conditions. Does the diurnal rhythm disappear under nitrogen-deficient conditions? The authors might want to mention this point.

line 249: This sentence seems to be a description of S Fig 1B, not S Fig 2B.

---

**TPC2020-RA-00762R1 1<sup>st</sup> Revision received****January 1, 2021**

---

**Reviewer comments and author responses:**

**We appreciate the detailed and constructive comments and suggestions from the editors and the reviewers. The manuscript has been carefully revised, and the point-by-point answers to the comments and suggestions are listed below.**

**In short, we provide explanations of the t-SNE and UMAP methods, as well as their possible limitations. We also looked at the gametic program in N-limited cells: it appears to be on, although the time point used here (24 h) is unlikely to have captured earlier events, as previous work on the topic considers ~8 h post transfer to N- conditions late in the process. The decrease of chlorophyll content has been published in multiple studies. We have also gone back to the clustering analysis and realized that all clusters were strongly rhythmic, thus extending our initial conclusions.**

**We have modified Figure 1 to include the t-SNE plot before the UMAP plot of Fe<sup>+</sup> and Fe<sup>-</sup> cells. We have replaced Figures 3 and 4 with new versions to reflect the extended diurnal time analysis. We have added Supplemental Figure 1 and Supplemental Tables 2 and 3 to provide the number and distribution of genes sequences and the number of cells in which they were detected.**

Reviewer #1:

Point 1. The fundamental finding in this paper is a well-known phenomenon for those that study the *Chlamydomonas* cell cycle. That cells in batch culture under 24h of light with acetate have populations of cells in various stages of the cell cycle. It is this asynchronous aspect to cell populations that cell cycle researchers try and break with various techniques, including light cycle control, N starvation followed by photo autotrophic media, and possibly drug treatments. In fact, there have been reports at various venues that heterogeneity in *Chlamydomonas* cultures is

common and may affect certain experiment types, including transformation and some nutrient experiments. It is nice to see that this finding is recapitulated in these data sets and may indeed be a warning to other researchers about the possible need for culture synchrony rather than asynchronous batch cultures. However, while it is reassuring to see this recapitulated by scRNA-seq, this finding alone is not new to the field.

**RESPONSE:** We have two points to offer in response to the reviewer. First, it may well be reported that batch cultures are variable, but we do not believe that this is strongly documented with experiments; rather it represents anecdotal assumption in the community.

It is one thing to hypothesize variability in batch cultures or to suggest it based on visual inspection of cultures where cells are differentiated by size or by the presence of some fraction of recently divided cells; it is another to document the transcriptome of thousands of individual cells to substantiate the claim. Therefore, we believe that our results will be important to the *Chlamydomonas* community, and beyond, for future experimental design. We have slightly modified the abstract to reflect this point (Lines 50-51).

Second, we point out that the data set suggests that individual cells are in fact not entirely heterogenous, and that many cells share the same diurnal phase despite having been grown in constant light and dividing more frequently than once a day as in typical diurnal experiments. With the obvious caveat that a cell cycle-driven rhythmic component cannot be distinguished from a truly diurnal or circadian-based rhythm in *Chlamydomonas*, this observation suggests that a large component of the diurnal rhythm is likely related to progression through the cell cycle, whose timing is retained for a significant number of cells after inoculation into fresh medium, or that there is a social signaling mechanism. This observation goes well with the extended analysis of the clusters and pseudo-time trajectories, in response also to reviewer #2 (Lines 357-370).

Point 2. Nitrogen deficiency should have induced the gametic program, and I don't see this finding. The gametic program should have an obvious and strong signature in this experiment.

**RESPONSE:** We have included citations to the Lopez et al., 2015 Plant Physiology and Abe et al., 2004, Current Genetics papers where expression of genes in the gametic program are identified and defined. Abe et al. noted that gamete-specific genes are strongly up-regulated very shortly after cells experience N-deficiency and the response is transient so that most genes in the gametic background are not substantially increased in expression after 24 h, which is a very late time point. We do note mild increases in the abundance of a fraction of transcripts, and this is noted in the discussion. Our gene lists consist of 35 *mt*<sup>-</sup> genes and 145 *mt*<sup>+</sup> genes from Lopez et al., as well as 18 *NSG* genes from Abe et al. (only one *NSG* gene also belongs to the *mt*<sup>+</sup> list, so we treated each gene list separately). Of those, 14/35 (*mt*<sup>-</sup> genes) and 33/145 (*mt*<sup>+</sup> genes) were induced by low N, reaching their peak between 8-12 h after transfer to N deficiency conditions.

We have nevertheless added an analysis of gamete-specific genes in Supplemental Figure 1, using a gene list from Lopez et al., 2015, Plant Physiology, <http://www.plantphysiol.org/content/169/4/2730>). We do observe a signal in N deficient cells for genes normally associated with the development of *mt*<sup>+</sup> gametes, consistent with the genotype of the strain used here (CC-5390, *mt*<sup>+</sup>). However, we also note that few gametic genes are induced under long-term low N conditions, based on Schmollinger et al., 2014. As mentioned above, genes suspected to be involved in the gametic program are induced within 2-5 h of N deficiency, with genes induced 5-8 h into the deficiency being considered "late expressed", as for example in Abe et al., 2004, Current Genetics, <https://pubmed.ncbi.nlm.nih.gov/15459796/>).

Since we maintained our cultures in N deficiency conditions for 24 h, we hypothesize that the gametic program is largely no longer induced and that cells have differentiated, although we did not test mating competence in these cells at the time of the experiment. This point has now been added to the results (Lines 296-328).

I have a strong secondary concern, that the cells in the experiment are described as "chlorotic". This suggests something may be fundamentally incorrect about how the experiment was done (too high of light?, pre-starved for nutrients? other?).

**RESPONSE:** Chlorosis is an adjective describing the color of the cells (namely light green). Any nutrient deficiency will result in chlorosis, especially N-deficiency. Indeed, this phenotype is classically referred to as N-deficiency chlorosis. The 1989 paper by Plumley and Schmidt (PNAS, <https://www.pnas.org/content/pnas/86/8/2678.full.pdf>) says in the first sentence of the abstract, "Nitrogen-limited *Chlamydomonas* is chlorotic". We have also previously described the down-regulation of chlorophyll-proteins at the level of the proteome and transcriptome in batch culture

in previous work as well (Schmollinger et al., 2014; <http://www.plantcell.org/content/plantcell/26/4/1410.full.pdf>), in which we observed a 65% decrease in chlorophyll levels per cell after 24 h in N-deficient conditions. We have included a few sentences in the introduction to describe the prior work by Plumley and Schmidt as well as by Schmollinger et al. where chlorosis is discussed in the context of chlorophyll-protein abundance. This point is now made clear in results (Lines 300-311).

Point 3. The statistical analysis of the experimental results appears to be absent. There are numerous ways that the statistical power of scRNA-seq experiments can be addressed. In particular, Supplemental Table 1 is not very informative. On its face, it appears that the scRNA-seq coverage is low for the conclusions that were derived. There are at least two ways to determine statistical power (e.g. Zhang et al 2020 DOI: 10.1038/s41467-020-14482-y) if not others. This is a major issue with low coverage scRNA-seq data and dimensionality reduction. Just because the dimensional reduction derives an answer, does not necessarily mean that the results are significant.

How the deposited data were processed for this re-analysis (not part of the article)

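The deposited data are 9 matrices from Chromium single-cell 3′ libraries of Chlamydomonas batch cultures. Experiment 1 has 3 libraries of strain CC-5390: Fe+, Fe− and their mixture (Mix). Experiment 2 has 4 libraries of CC-5390 (Fe+, Fe−, N− R1 and N− R2) and 2 of strain CC-4532 (Fe+ and Fe−). The authors aligned the reads to the v5.5 genome and called cells with cellranger count, and the deposited values are UMI counts per gene and cell, whole numbers without normalization, for 17893 genes. The paper's later steps, in which libraries were combined with cellranger aggr and filtered, were not repeated, since the matrices hold the cells before them. All deposited cells were used. The paper's filter of 100 genes and 300 UMIs per cell was one of the alternatives.

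Total UMIs per library ranged from 7576775 in N− R1 to 52436795 in the Fe− library of experiment 2, and median UMIs per cell from 1388 to 5843. In experiment 2 the Fe− library of CC-5390 was deeper per cell than its Fe+ library, and in CC-4532 the Fe+ library was the deeper one. Scores, shares of cells with a UMI and genes per cell depend on depth, so each was also computed after drawing 1000 or 500 UMIs from every cell without replacement, leaving out shallower cells. The precision of a count is given by its exact Poisson interval. In the Fe− library of experiment 1, for example, IRT1 had 8.99 CPM with a 95% interval of 8.06 to 10.0, while the 0 UMIs counted in N− R1 allow up to 0.487 CPM. Shares of cells have Clopper-Pearson intervals. Cells were not treated as replicates, and N− R1 and N− R2 were treated as technical duplicates of 1 sample, as the paper calls them, although its methods name 4 flasks for CC-5390 in experiment 2, which would leave 2 for N−.

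Cells were handled in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 for figures) and in Seurat 5.3.0 in R 4.3.3, with nearest neighbours from RANN 2.6.2. Counts were scaled to 10000 per cell and log-transformed, variable genes were chosen with Seurat's default method, and 20 principal components were used for 20 nearest neighbours and for clusters at a resolution of 0.5, which are called by number only. Module scores followed the definition of Seurat's AddModuleScore, with 24 expression bins and 100 control genes per list gene. Bins and control genes were chosen separately for experiment 1, for CC-5390 in experiment 2 and for both strains of experiment 2. The lists were those of the paper's supplemental data sets: 100 iron deficiency genes, 150 N deficiency genes (118 in the matrices), 200 N sufficiency genes (159), 41 chloroplast, 76 cytosolic and 36 mitochondrial ribosomal protein genes, 68 lipid genes (58), 100 cell division genes, 83 photosynthesis genes, and the diurnal list. Of the diurnal list, only the 1998 genes of its first phases were read, and only the phases of 0 h and 2 h were scored. These 2 scores describe clusters and nothing else. The gametic lists were not used here.

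For tests across genes, UMIs were summed per gene and library over the 4 CC-5390 libraries that hold only Fe+ or only Fe− cells, 2 against 2. edgeR 4.0.16 was used with filterByExpr, TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. The TMM factors were 1.43 and 1.20 for Fe− and Fe+ in experiment 1, and 0.770 and 0.755 in experiment 2. DESeq2 1.42.0 was an alternative. Fe− and Fe+ of 1 experiment came from a shared pre-culture, as the paper's methods state, so the experiment pairs them. The deviations of paired libraries from their group means had a correlation of 0.509 over all genes tested, and of 0.535 over the 3647 genes above 10 CPM. The biological coefficient of variation was 0.491 without the experiment as a block and 0.349 with it.

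Where a condition had 1 library, ratios of CPM were taken with no test. Medians of gene lists were computed over genes with at least 20 UMIs in both libraries together, with 0.5 added to each count, and were set beside 10000 random lists drawn from 50 expression bins. The list's own genes were not left out of these bins. Mix cells were placed by their neighbours in the Fe+ and Fe− libraries, each weighed by 1 over the number of cells of its library. Named genes were every gene that the paper names with its locus ID. For the edgeR test they were also the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold with the same direction in both experiments. Since edgeR called no gene without the block (1777 at an unadjusted p under 0.05, and 556 called by DESeq2), this rule was applied to the edgeR fit with the block, which was decided after seeing that count. For comparisons of single libraries they were the 5 highest and 5 lowest ratios among genes with at least 200 UMIs in the higher library and 4 in the lower one. Positions were taken for the 17738 genes that have one in the RefSeq annotation of the genome.

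Doublets were treated in an alternative only. Doublets were simulated by adding the counts of 2 random cells of a library, and the cells with the highest share of simulated doublets among their neighbours were left out, 0.8% per 1000 cells. This removed between 1.65% of cells in N− R2 and 9.44% in the Fe+ library of experiment 1. Free RNA was not removed.

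The edgeR and DESeq2 fits were tested on simulated data, drawn for 2 against 2 libraries with 200 genes changed by a known fold. With a simulated batch shared by the libraries of an experiment, edgeR without the block recovered 0 of 200 genes at a fold of 16, edgeR with the block 199 and DESeq2 196. At a fold of 4 these were 0, 114 and 1, and at a fold of 2 none was recovered. Without a shared batch, they were 193, 192 and 189 at a fold of 16, and 3, 0 and 56 at a fold of 4. Up to 32 unchanged genes were called in any of these fits. The score was tested on 2000 simulated cells. A list raised 4-fold scored 0.195 higher in raised cells and one raised 2-fold 0.0865 higher, while an unchanged list differed by -0.0015 at a fold of 1 and by -0.0052 beside the 4-fold one. Only counts above 0 were raised, so a gene without a UMI in a cell stayed without one. The values therefore give the direction of the score, not the size that a real fold change would give.

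The alternatives tried were other normalizations, DESeq2, no filter on low counts, the experiment as a block, leaving out each library in turn, cells of at least 1000 UMIs, thinning, another draw of control genes, a score threshold of 0.05, other numbers of neighbours and principal components, other resolutions, neighbours without the iron deficiency list, Mix cells placed by the midpoint of the iron deficiency score, and doublets left out. The paper's trajectory analysis with Monocle, its diurnal phases from 4 h on and its gametic scores were not analysed here. A test between conditions was not run for N− or CC-4532, which have 1 sample per condition.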

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

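The tests without a list's gene with most UMIs, and the test outside the photosynthesis genes, were chosen only after their results were seen.

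A difference between the strains drew attention to the cytosolic ribosomal protein genes. Their share of UMIs was larger in Fe− than in Fe+ cells in both pairs of CC-5390 libraries, with ratios of 1.50 in experiment 1 and 1.09 in experiment 2, and smaller in Fe− in the pair of CC-4532 libraries, with a ratio of 0.963. This difference was not tested, since CC-4532 has 1 library per condition. The tables argue against the photosynthesis genes, which take many of the counts in Fe+ cells, as the whole cause: over the UMIs outside these genes the ratios were 1.33, 1.03 and 0.937. A difference between separately prepared libraries as the source of the increase in experiment 1 is argued against by the Mix, where cells above the midpoint of the iron deficiency score had a median log2 ratio of 0.31 over those below it, beside 0.57 between the libraries. Depth per cell stays open. Among cells with 2000 to 4000 UMIs the ratios were 1.39 in experiment 1, 0.986 in experiment 2 and 1.06 in CC-4532, so the last 2 pairs lay on the other side of 1 and the effects of depth and strain cannot be told apart there. A response that differs between the strains also stays open, and so do differences between libraries in experiment 2, which has no mixed library. Gene length, GC content and reads shared between similar genes were not tested.

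A signal in data the paper did not analyse was the N deficiency list in CC-4532, for which the paper reports the iron deficiency score. The list took 1.79 times the share of UMIs in Fe− cells that it took in Fe+ cells. Depth per cell as the whole cause is argued against by cells with 2000 to 4000 UMIs (5401 Fe− and 579 Fe+ cells), in which the ratio was 1.44. Of the list's UMIs, Cre07.g323800 alone took 65.5% in Fe− and 86.3% in Fe+, so the ratios of 1.79 and 1.44 rest mostly on this gene. Without it, and over the UMIs outside the cytosolic ribosomal protein genes, the ratio was 4.13, so the increase was not this gene's alone. The ratio without this gene was not taken in cells of like depth, so depth stays open for the rest of the list. A difference between the 2 libraries other than iron stays open, since each condition has 1 library, and free RNA was not tested for this list. The same direction was seen in CC-5390, with ratios of 2.79 in experiment 1 and 2.92 in experiment 2. A response of N deficiency genes to iron limitation in both strains may be a candidate explanation, and it was found and examined on the same data.

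The cell division list gave a second signal of this kind in CC-4532, with a share of UMIs 3.16 times as large in Fe− as in Fe+ cells. In cells with 2000 to 4000 UMIs the ratio was 2.78, which argues against depth per cell as the whole cause. Without the list's gene with most UMIs, and over the UMIs outside the cytosolic ribosomal protein genes, it was 2.40, which argues against a few genes taking most of the counts. In CC-5390 the ratios were 1.36 and 2.60. Differences between the 2 libraries and the biological effect of iron limitation on division stay open, as neither could be examined with 1 library per condition.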

How the results depend on the processing

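The alternatives were chosen before the data were examined, except for placing Mix cells without the genes of the iron deficiency list and counting their neighbours without weights, which were chosen after seeing the data.

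The number of genes that differ between Fe− and Fe+ depended most on the processing. edgeR without a block called 0 genes (1777 at an unadjusted p under 0.05), as it did with RLE size factors and with cells of at least 1000 UMIs. DESeq2 called 556 genes, edgeR without a filter on low counts 48, with the replicate block 1194 and with doublets left out 1. Of the iron deficiency list, these 4 alternatives called 36, 8, 41 and 1 genes over all genes tested, and edgeR without a block called 0. Adjusted over the list alone, edgeR called 37 genes without the block and 57 with it. Between 5 and 11 list genes were called over all genes, and between 14 and 38 over the list alone, with 1 library left out. For all genes, leaving out 1 library gave between 11 (without the Fe− library of experiment 2) and 364 (without the Fe+ library of experiment 2). In these fits the lone library of a condition is assumed to vary like those of the other. In simulated data with a batch shared by the libraries of an experiment, edgeR without the block recovered no changed gene and edgeR with it 199 of 200 at a fold of 16. DESeq2 recovered 196 at that fold and 1 at a fold of 4. DESeq2 can thus call strongly changed genes where edgeR without the block calls none, but why was not tested. For the fits with 3 libraries, the cause was not tested either. Among the named genes, the replicate block changed no other call than those given beside them.

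For 30 named genes, the alternatives other than leaving out a library gave 176 values. Of these, 118 kept direction and side of the threshold, 56 kept the direction and passed the threshold, and 2 changed sign. With 1 library left out, 78 of 120 values kept both, 36 passed the threshold and 6 changed sign. The log2 fold change then ranged from -0.99 to 1.24 for PHC1, from -0.46 to 1.20 for PHC21, from -0.86 to 1.63 for VSP1 and from -0.49 to 1.56 for GAS28, with the negative value without the Fe− library of experiment 1. PDAT1 ranged from -0.34 to 0.33, being positive without the Fe+ library of experiment 1 (0.17) and without the Fe− library of experiment 2 (0.33). It also changed sign with RLE size factors (0.047) and in DESeq2 (0.032), from a value near 0; the cause was not tested.

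Thinning changed the scores most. Of 72 values for 18 score differences, 48 moved by less than the spread, 18 moved by more and kept their sign, 16 of them towards 0, and 6 changed sign. At 1000 UMIs, the differences of N− from Fe+ were 0.00636 for the iron deficiency list, 0.0854 for N deficiency, -0.144 for N sufficiency, -0.259 for the chloroplast RPGs and -1.02 for photosynthesis. At 500 UMIs they were 0.00892, 0.0732, -0.110, -0.175 and -0.851. Another draw of control genes gave 0.0984 for N deficiency. The difference of Fe− from Fe+ at 500 UMIs was 0.197 for the iron deficiency list in experiment 1 and, in experiment 2, -0.175 for the chloroplast RPGs and -0.557 for photosynthesis. The chloroplast RPGs gave -0.252 at 1000 UMIs. In CC-4532, the difference of the iron deficiency score was 0.0991 at 1000 UMIs, 0.0699 at 500 UMIs and 0.151 with doublets left out. Signs changed for lists whose difference was near 0. The mitochondrial RPG score of N− cells was -0.000293 relative to Fe+ at 1000 UMIs and -0.000126 with another draw of control genes. The lipid score rose relative to Fe+ at 1000 and 500 UMIs, to 0.00287 and 0.0143 in Fe− and to 0.0130 and 0.0315 in N−. A thinned score is built on fewer UMIs per cell, and beyond that the cause was not tested.

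The share of cells with a positive cell division score depends on depth and threshold. At 1000 UMIs it was 14.8% in Fe+, 31.7% in Fe−, 35.2% in N− R1 and 35.1% in N− R2 of experiment 2, and at 500 UMIs it was 11.0%, 26.0%, 37.1% and 34.4%. Another draw of control genes gave 9.61%, 34.1%, 37.4% and 36.4%. Scores above 0.05 were found in 0.805%, 3.79%, 4.17% and 4.65%. In experiment 1, the gap between Fe− and Fe+ went from 4.35 percentage points to -2.70 at 1000 UMIs, which left out 1505 Fe− and 124 Fe+ cells, and to 5.76 at 500 UMIs, which left out none; the cause was not tested. In CC-4532 the gap of 15.9 points was 12.7 at 500 UMIs and 1.23 for scores above 0.05. Over 60 values for these shares and gaps, 20 stayed within their interval, 39 moved (30 lower, 9 higher) and 1 changed sign.

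The share of neighbours from the same condition stayed high throughout. In experiment 1 it was 83.9% with 50 neighbours, 84.5% with 10 principal components, 79.6% at 1000 UMIs and 84.3% without the iron deficiency list. In experiment 2 it was 99.0% with 50 neighbours, 98.6% at 1000 UMIs and 98.95% without the list, while 10 principal components left it within its interval. Over both strains the 4 alternatives, in the order of experiment 1, gave 96.2%, 96.2%, 94.7% and 96.4%. The share of CC-4532 Fe− cells among the neighbours of CC-4532 Fe+ cells was 18.8%, 19.5%, 22.6% and 17.7%. Of Mix cells, the Fe− side received 43.6% with 50 neighbours, 44.3% at 1000 UMIs, 47.5% by the midpoint of the iron deficiency score and 40.7% without the list, while doublets left out and neighbours without weights gave values within the interval of 38.8%. These shares count all Mix cells, and those without a side fell from 1570 to 701, 467, 0 and 1207. Among cells with a side the share was 45.3%, and 46.6%, 46.4%, 47.5% and 45.7% under these 4 alternatives, so most of the change came from cells that gained a side. For the other shares the cause was not tested.

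The number of clusters stayed within 1.5 times, except for 17 clusters of Fe− cells at a resolution of 0.8. The ratio of genes per cell of CC-4532 to CC-5390 changed sides for Fe+ cells when thinned, to 0.753 at 1000 and 0.789 at 500 UMIs, where CC-4532 cells were the deeper ones, and for Fe− cells it was 0.854 and 0.859. The paper's filter on cells moved none of the 27 numbers of cells, UMIs and genes by 1.5 times. Depth limits what single cells show: of 56 shares of cells with a UMI of a named gene, 55 were lower at 1000 UMIs, and IRT1 went from 2.22% to 1.04% of Fe− cells in experiment 1. All alternatives were run, but doublets left out gave no value for Cre09.g409700, which was not among the genes tested there, and DESeq2 gave no adjusted p for Cre12.g538250, Cre09.g409700 and Cre13.g591600.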

Differences from the paper's values

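The paper tested single cells with a Wilcoxon test within experiment 1, while the counts of genes here come from libraries as samples, 2 against 2 over both experiments. The paper's number of differentially expressed genes between Fe+ and Fe− cells is 1589, and edgeR called 0 here. Of the alternatives set before the data were examined, the replicate block (1194 genes) lies within 1.5 times of the paper's value. Those that do not are RLE size factors (0), DESeq2 (556), no filter on low counts (48), cells with at least 1000 UMIs (0), doublets left out (1) and leaving out 1 library (184 without the Fe− and 77 without the Fe+ library of experiment 1, 11 and 364 without those of experiment 2).

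For the iron deficiency list, the paper's number of differentially regulated genes is 69, and edgeR called 0 here over all genes tested. None of the alternatives set before the data were examined lies within 1.5 times of the paper's value: RLE size factors gave 0, DESeq2 36, no filter on low counts 8, the replicate block 41, cells with at least 1000 UMIs 0, doublets left out 1, and leaving out 1 library between 5 and 11. Adjusted over the list alone, edgeR called 37 genes, DESeq2 50 and edgeR with the replicate block 57, and the last 2 lie within 1.5 times.

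The paper's number of clusters of Fe+ cells of experiment 1 is 15, and 9 were found here. Of the alternatives set before the data were examined, a resolution of 0.8 (13 clusters) and 10 principal components (10) lie within 1.5 times, while a resolution of 0.3 (7), 30 principal components (9) and thinning to 1000 UMIs (8) do not.

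The paper's number of rhythmic genes in the diurnal list is 10294, and the list as read here holds 1998, those of its first phases. No alternative was set for it.

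In the paper, the Fe transporter gene IRT2 is induced in a large part of the Fe− cells. Here a UMI of IRT2 was found in 7.73% of them in experiment 1, and in 2.92% after thinning to 1000 UMIs. The paper states that fewer genes were obtained from CC-4532 than from CC-5390. Without thinning, Fe+ cells of CC-4532 had a mean of 554 genes and those of CC-5390 had 533, while after thinning the ratio was 0.753 at 1000 UMIs and 0.789 at 500 UMIs. In Fe− cells, and in the number of genes detected per library, CC-4532 had fewer. The paper's mean number of UMIs per Fe+ cell of CC-4532 is 3961, and 5939.99 was found here. With the paper's filter on cells it was 5968.82, and only this value is not within 1.5 times of the paper's.

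Cell wall genes are described in the paper as highly expressed in Fe− cells. This direction was found in experiment 1 for PHC1, PHC21, VSP1 and GAS28. In experiment 2 their log2 ratios of Fe− over Fe+ were -1.01, -0.58, -0.54 and -0.41 in CC-5390 and 1.67, 1.68, 2.37 and 2.48 in CC-4532, and no fit of CC-5390 over both experiments called any of them.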

Other observations

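The tests of the cell division share at 500 UMIs, and the tests of CC-4532 lists without their gene with most UMIs, were chosen only after the results were seen.

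The 4 cell wall genes PHC1, PHC21, VSP1 and GAS28 were higher in Fe− than in Fe+ in experiment 1, with a median log2 ratio of 1.57, and lower in experiment 2, with -0.56. In the CC-4532 pair of experiment 2 they were higher in Fe−, with 2.03, so the decrease was not shared by both strains of that experiment. Inside the Mix, where Fe− and Fe+ cells share a library and the sides were found without these genes, their median log2 ratio was 0.86, which argues against a difference between separately prepared libraries as the source of the increase in experiment 1. Different shares of dividing cells as the cause of the contrast between the experiments are argued against by cells with a cell division score at or below 0: in these, the experiments differed by a median of 2.21 on the log2 scale, beside 2.13 in all cells. Differences between the CC-5390 libraries of the 2 experiments in culture, in sequencing and in depth stay open, as does a difference between the strains, and no biological explanation was tested.

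Mitochondrial transcripts took a larger share of UMIs in Fe− than in Fe+ libraries, with ratios of 2.48 in experiment 1, 2.05 in experiment 2 and 1.34 in CC-4532. Among cells with at least 2000 UMIs the ratios were 2.01, 1.85 and 1.28, which argues against cells of low depth as the whole cause. Inside the Mix, however, the share was lower on the Fe− side, 0.154% against 0.185%, a ratio of 0.833. The increase may thus come in part from differences between separately prepared libraries, which is a hypothesis found and tested on the same data.

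Mix cells with at least 90% of their neighbours from the single libraries on the Fe+ side (5161 cells, with neighbours found without the iron deficiency list) held more UMIs of strongly induced iron deficiency genes than the Fe+ library. The excess was found for all 14 genes examined, between 3.80% and 7.92% of the level of the Fe− library, with a median of 6.34%, or 4.90% with doublets left out. Cells with UMIs of 3 or more of these genes numbered 393, where independent drops of RNA would give 401.7, a ratio of 0.978. This argues against doublets and misplaced cells, which would bring several of the genes together. Free RNA of Fe− cells is a candidate explanation that meets its prediction in both values. On the Fe− side, 8 genes gave an excess from Fe+ cells with a median of 14.6%.

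The share of cells with a positive cell division score was larger in Fe− than in Fe+ cells of experiment 2. At 500 UMIs per cell the gap was 15.0 percentage points there and 5.76 in experiment 1, and at 1000 UMIs it was 16.9 and -2.70. At both depths the gap of experiment 2 stayed, and stayed larger than that of experiment 1, which argues against a difference in depth as the whole cause of that gap and of its difference between the experiments. The experiments were scored separately, each with its own control genes, so a positive score need not mean the same in both. This stays open as a part of the difference between the experiments. The order of the experiments depends on the threshold, since scores above 0.05 gave a gap of 5.10 points in experiment 1 and 2.98 in experiment 2. In experiment 1 the share was larger in Fe− under each setting run other than 1000 UMIs. Gene by gene, the list had a median log2 ratio of 0.79 there, with 76 of 97 genes higher in Fe−, and of 0.38 inside the Mix by the iron deficiency score. Free RNA of dividing cells was not tested, and a biological difference between the experiments stays open.

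Further lists in CC-4532 went the same way as in CC-5390. The chloroplast RPGs took 0.329 times the share of UMIs in Fe− that they took in Fe+ cells, and the photosynthesis genes 0.265 times. In cells with 2000 to 4000 UMIs these ratios were 0.321 and 0.413, and without the list's gene with most UMIs, over the UMIs outside the cytosolic ribosomal protein genes, they were 0.314 and 0.231. These values argue against depth per cell and a few genes taking most of the counts as the whole cause. Differences between the 2 libraries stay open. None of the 22 genes named by the paper went in opposite directions in CC-4532 and in both experiments of CC-5390.

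For other lists the ratios of shares in CC-4532 were 0.575 for N sufficiency, 1.45 for the mitochondrial RPGs and 0.824 for the lipid genes.

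In the N− libraries, CTP1 had 78.8 CPM in N− R1 (95% interval 72.6 to 85.4) and 64.7 in N− R2 (59.6 to 70.1), beside 45.1 in Fe− and 11.0 in Fe+ of experiment 2. ACA4 had 554 and 549 CPM in N− R1 and N− R2, beside 157 in Fe− and 34.9 in Fe+.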
